# Impacts of high ATP supply from chloroplasts and mitochondria on the leaf metabolism of *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2015.00922

**Published:** 2015-10-28

**Authors:** Chao Liang, Youjun Zhang, Shifeng Cheng, Sonia Osorio, Yuzhe Sun, Alisdair R. Fernie, C. Y. M. Cheung, Boon L. Lim

**Keywords:** AtPAP2, ATP, chloroplasts, mitochondria, NADPH

## Abstract

Chloroplasts and mitochondria are the major ATP producing organelles in plant leaves. *Arabidopsis thaliana* purple acid phosphatase 2 (AtPAP2) is a phosphatase dually targeted to the outer membranes of both organelles and it plays a role in the import of selected nuclear-encoded proteins into these two organelles. Overexpression (OE) of AtPAP2 in *A. thaliana* accelerates plant growth and promotes flowering, seed yield, and biomass at maturity. Measurement of ADP/ATP/NADP^+^/NADPH contents in the leaves of 20-day-old OE and wild-type (WT) lines at the end of night and at 1 and 8 h following illumination in a 16/8 h photoperiod revealed that the ATP levels and ATP/NADPH ratios were significantly increased in the OE line at all three time points. The AtPAP2 OE line is therefore a good model to investigate the impact of high energy on the global molecular status of *Arabidopsis*. In this study, transcriptome, proteome, and metabolome profiles of the high ATP transgenic line were examined and compared with those of WT plants. A comparison of OE and WT at the end of the night provide valuable information on the impact of higher ATP output from mitochondria on plant physiology, as mitochondrial respiration is the major source of ATP in the dark in leaves. Similarly, comparison of OE and WT following illumination will provide information on the impact of higher energy output from chloroplasts on plant physiology. OE of AtPAP2 was found to significantly affect the transcript and protein abundances of genes encoded by the two organellar genomes. For example, the protein abundances of many ribosomal proteins encoded by the chloroplast genome were higher in the AtPAP2 OE line under both light and dark conditions, while the protein abundances of multiple components of the photosynthetic complexes were lower. RNA-seq data also showed that the transcription of the mitochondrial genome is greatly affected by the availability of energy. These data reflect that the transcription and translation of organellar genomes are tightly coupled with the energy status. This study thus provides comprehensive information on the impact of high ATP level on plant physiology, from organellar biology to primary and secondary metabolism.

## Introduction

Energy is the driving force of growth and manifold biological processes are regulated by its availability. In plants, photosynthesis is the ultimate source of energy and reducing power. Under illumination, photosystems transform light energy into ATP and NADPH, which in turn are used to fix CO_2_ by the Calvin–Benson cycle. Carbon fixed during the daytime is mainly stored as starch in chloroplasts or exported to the cytosol for sucrose synthesis. During the night time when photosynthetic ATP generation does not occur, key catabolic processes like glycolysis in the cytosol and the plastid, and the tricarboxylic acid (TCA) cycle and oxidative phosphorylation in mitochondria break down carbohydrates to generate ATP. Hence, the two powerhouses of plant cells, chloroplasts and mitochondria, coordinate to generate adequate ATP in plants to meet energy demands of various anabolic processes (Khlyntseva et al., 2009). ATP is not solely consumed for biosynthesis, but also in transport of metabolites, proteins and RNA, and turnover of macromolecules such as proteins, RNA and DNA. For example, it was estimated that ∼1000 ATP molecules are consumed for the import of one protein molecule across membrane (Alder and Theg, 2003). Hence, biomass synthesis only contributes to a small proportion of the total energy requirement in plant cells (Masakapalli et al., 2010).

Reducing power generated from photosynthesis is also a driving force of many biological processes. Through photosynthetic linear electron flow (LEF), electrons from water molecules are transferred to ferridoxin (Fd). Electrons in reduced Fd can be passed to NADP^+^ to generate NADPH or to thioredoxins (TXs). Reduced TXs, in turn, reduce and activate several key enzymes in the Calvin–Benson cycle (Oelze et al., 2008; Foyer et al., 2012), as well as in the processes of nitrogen (nitrite reductase, NiR) and sulfur (sulfite reductase, SR) assimilation (Meyer et al., 2005; Oelze et al., 2008). Excess reducing power generated from photosynthesis can be exported from chloroplasts in the form of malate, which can thereby provide reducing power (in the form of NADH) to other organelles (Scheibe, 2004; Noguchi and Yoshida, 2008), for example, to the mitochondria for ATP production through the respiratory electron transport chain (Bailleul et al., 2015). As is the case for ATP, it has been suggested that a substantial amount of reducing power is consumed for cellular maintenance (Cheung et al., 2013).

Since energy supply has such a great impact on plant physiology, it is of considerable value to understand how the physiology of plant cells is affected by the availability of energy. Here we use tools of experimental systems biology to characterize a previously well characterized high ATP containing fast-growing, transgenic *Arabidopsis* line that overexpresses *Arabidopsis thaliana* purple acid phosphatase 2 (AtPAP2; Zhang et al., 2012) and compare these characteristics to those of wild-type (WT) plants. The AtPAP2 overexpression (OE) lines flower earlier and grow faster than the WT lines, and the silique number and seed yield of the transgenics exceed those of WT plants (Zhang et al., 2012). Similarly, OE of AtPAP2 in *Camelina sativa* and potatoes also resulted in higher yield and fast growth (Zhang et al., 2012, 2014). Microarray studies additionally revealed that thousands of transcripts were altered in the transgenic *Arabidopsis* lines (Sun et al., 2013). When taken together these phenotypes suggest a dramatic shift of metabolism in the AtPAP2 OE lines.

Purple acid phosphatases (PAPs) are a set of metalloenzymes that hydrolyze phosphoesters in acidic conditions (pH 4-7) (Klabunde et al., 1996). Twenty-nine PAP genes were identified in the genome of *A. thaliana* (Li et al., 2002) but only two members carry a C-terminal hydrophobic motif (AtPAP2 and AtPAP9). The C-terminal hydrophobic motif of AtPAP2 anchors it to the outer membranes of chloroplasts and mitochondria and the OE of AtPAP2 on these two powerhouses modify the physiology of chloroplasts and mitochondria by regulating the import process of selected proteins into these two organelles (Law et al., 2015; Zhang et al., unpublished).

In this study we found that the OE line contains significantly higher level of ATP than the WT at the end of night in a 16/8 h photoperiod and at 1 and 8 h following the incidence of irradiation. A comparison of OE and WT at the end of the night can provide valuable information on the impact of higher ATP output from mitochondria on plant physiology, as mitochondrial respiration is the major source of ATP in the dark in leaves. Similarly, comparison of OE and WT at 1 and 8 h following illumination will provide information on the impact of higher energy output from chloroplasts on plant physiology. Since many components of the energy generating systems (the photosynthetic and the respiratory electron transport chains in the chloroplast and the mitochondria, respectively) are encoded by both the nuclear and organellar genomes, the transcription data of organellar genomes also present important information. Here, whole genome transcriptomic data, including transcripts expressed in the mitochondrial and chloroplast genomes, was studied by RNA-seq after removal of ribosomal RNA. Moreover, proteomics of leaves was compared between the well-characterized OE line and WT at the end-of-night and the middle-of-day, which provided information on translational regulation under the influence of energy. The difference in mRNA and protein levels of key processes and metabolic pathways such as the photosynthetic light reactions, the Calvin–Benson cycle, the TCA cycle, redox reactions, glycolysis, and oxidative phosphorylation were studied in detail. These combined data thus allowed us to provide a comprehensive systems-based analysis of the impact of ATP level on leaves in the light or dark. The results are discussed in the context of current models of the regulation of energy-associated metabolism.

## Materials and Methods

### Plant Materials, Growth Conditions, and Experimental Design

*Arabidopsis thaliana* ecotypes Columbia (Col-0) (WT), AtPAP2 overexpressors (OE in Col-0 background) were used in this study (Zhang et al., 2012). The seeds were placed on Murashige and Skoog medium supplemented with 2% (w/v) sucrose for 10 days, then the seedlings were transferred to soil under 16 h light (22°C)/8 h dark (18°C) period in growth chamber at a light intensity of 120–150 μmol m^-2^ s^-1^. The rosette leaves of 20-day-old *Arabidopsis* before bolting were harvested at three different time points: *t* = 0 h (end of night), *t* = 1 h (one hour after onset of illumination), and *t* = 8 h (eight hours after onset of illumination) and frozen in liquid nitrogen before RNA, protein and metabolite extraction. Plants were pooled for each biological replicate. The same batch of samples was used for transcriptomic, proteomic, and metabolomic studies.

### ATP/ADP/NADP(H) Extraction and Measurement

ADP and ATP were extracted from leaves by a trichloroacetic acid method. The level of ATP can be directly measured by the Bioluminescent Assay Kit (Sigma, FL-AA) (Ford and Leach, 1998). To measure the level of ADP, ADP in the extract was first converted into ATP by pyruvate kinase (PK) and the sum was measured (Meyer et al., 2009).

The extraction of nicotinamide adenine dinucleotide phosphates (NADP^+^ and NADPH) was based on the selective hydrolysis of NADPH in acid medium and selective hydrolysis of NADP^+^ in alkaline medium (Foyer et al., 1991). The neutralized mixture was incubated on ice for 15 min, before being frozen in liquid nitrogen and stored in –80°C (Hajirezaei et al., 2002). After pH adjustment, the levels of NADP^+^ and NADPH were measured in 96-well plates according to a plate reader method (Queval and Noctor, 2007). Standard curves of 0–40 pmol authentic standard were freshly prepared on the day of measurement.

### Metabolomics Analysis

Metabolite profiling of *Arabidopsis* leaves by gas chromatography–mass spectrometry (GC–MS) (ChromaTOF software, Pegasus driver 1.61; LECO) as described previously (Lisec et al., 2006). The chromatograms and mass spectra were evaluated using TagFinder software (Luedemann et al., 2012). Metabolite identification was manually supervised using the mass spectral and retention index collection of the Golm Metabolome Database (Kopka et al., 2005). Peak heights of the mass fragments were normalized on the basis of the fresh weight of the sample and the added amount of an internal standard (ribitol).

### Transcriptome Analysis

Total RNA was extracted from leaves at all three time points and DNA contamination was removed by DNase I (RNeasy Plant Mini Kit, Qiagen, Hong Kong). The preliminary quality was detected by running 1% (w/v) agarose gel stained by GelRed (Biotium, USA). The quality of RNA samples was tested with Agilent 2100 Bioanalyzer RNA Nanochip. At least 20 μg of total RNA at a concentration of ≥300 ng/μl, OD260/280 ≥ 1.8, OD260/230 ≥ 1.8, RNA 28S:18S ≥ 1.2, RIN ≥ 6.5 were used for cDNA library preparation. Ribosomal RNAs were removed from the total RNA by the Ribo-Zero rRNA removal kit for plant leaf (Epicentre, USA) before cDNA library construction. Plants were collected and pooled together for RNA extraction. Each pooled RNA was considered as one biological replicate. The libraries were sequenced using Illumina HiSeq^TM^2000. After removal of low quality reads, clean reads from three different RNA-seq samples (both WT and OE, 3 times points, *t* = 0, 1, 8 h) were aligned to *Arabidopsis thaliana* genome (TAIR 10.0). All the raw data were deposited in to NCBI GEO^1^ with accession number GSE57790 and GSE57791.

To distinguish the homologous transcripts derived from nucleus and organelles, the clean reads were mapped to the *Arabidopsis thaliana* genome (TAIR10) with nucleus-encoded CDS gene set, the mitochondria-encoded CDS gene set, and the chloroplast-encoded CDS gene set. SOAPaligner/SOAP2 was used as the alignment tool with the following parameters: -m 0 -x 10000 -s 40 -l 32 -v 5 -r 2 -p 6 (Li et al., 2009). The transcript abundance was estimated by RPKM (Reads per kilobase transcript per million reads) calculation for each gene in each compartment (Mortazavi et al., 2008) by the equation RPKM = 10^9∗^*C*/*N*^∗^*L*, where *C* is the number of mappable reads that fell onto the genes, *N* is the total number of mappable reads in the experiment, and *L* is the gene length.

In order to filter the differentially expressed transcripts between sapmles, all reads were sequenced and *p*-value was calculated according to a strict algorithm (Audic and Claverie, 1997). The reads from gene *A* is denoted as *x*, and when the expression of each given transcripts occupies only a small part of the library, *x* yields to the Poisson distribution:

$$p\left(x\right)=\frac{e^{-\lambda }\lambda^{x}}{x!}\left(\lambda isthereadtranscriptsofthegene\right)$$

The total clean tag number of WT is *N*_1_, and total clean tag number of OE is *N*_2_; gene *A* holds *x* tags in WT and *y* tag in OE. Therefore, the probability of gene *A* expressed equally between the two compared samples can be calculated by:

$$2\;\;\overset{i=y}{\underset{i=0}{\Sigma }}\;p\left(i|x\right)$$

or

$$2\times (1-\overset{i-y}{\underset{i=0}{\Sigma }}p\left(i|x\right))\left(if\overset{i-y}{\underset{i=0}{\Sigma }}p\left(i|x\right)>0.5\right)$$

$$\;p\left(y|x\right)={\left(\frac{N_{2}}{N_{1}}\right)}^{y}\frac{(x+y)!}{x!y!{(1+\frac{N_{2}}{N_{1}})}^{\left(x+y+1\right)}}$$

Besides the *p*-value calculation, correction for false positive (type I errors) and false negative (type II) errors were performed using FDR method (Benjamini et al., 2001). Finally, transcripts that have FDR ≤ 0.001 and fold change >2 were considered as differentially expressed.

The PageMan software package (Usadel et al., 2006) was used to select and display biologically relevant details of these data sets.

### Leaf Protein Extraction, iTRAQ Labeling, and LC–MS/MS

Proteins were extracted by the trichloroacetic acid/acetone method. The protein pellet was dissolved with 2 ml urea buffer (6 M Urea and 4 mM CaCl_2_ in 200 mM MOPS, pH 8.0) (Ross et al., 2004). Equal amount of proteins (100 μg) were reduced by 10 mM dithiothreitol (DTT) and alkylated by 40 mM iodoacetamide (IAA) in the dark. After alkylation, the mixture was diluted with 4 mM CaCl_2_ to reduce the concentration of urea to less than 2 M. Trypsin was added to digest protein at 1:20 ratio at 37°C overnight. Following trypsin digestion, the peptides were desalted by C18 SepPak reverse-phase cartridges (Waters, WAT023590, and Ireland). The desalted peptides were then labeled by the 8-plex isobaric tags for relative and absolute quantitation (iTRAQ) labeling kit (AB Sciex, USA). Two biological replicates of each sample were used for iTRAQ labeling. WT (*t* = 0 h), OE (*t* = 0 h), WT (*t* = 8 h), OE (t = 8 h) were labeled with 113, 114, 115, and 116, respectively. Then the second biological replicate samples were labeled with 117, 118, 119, and 121, respectively. All labeled samples (eight tubes) were combined together and the labeled peptides were fractionated by SCX (Zhao et al., 2012). Fractions collected from 15 to 40 mins were combined into 12 fractions for LC/MS/MS analysis (TripleTOF 5600 system, AB SCIEX, USA). Two technical replicates were run. MS data were acquired using a TripleTOF 5600 system fitted with a Nanospray III source (AB SCIEX, USA) (Siu et al., 2011).

### Proteomics Analysis

Tandem mass spectrometry (MS/MS) data was analyzed using the Paragon algorithm in ProteinPilot 4.0 software (Applied Biosystems, USA). The raw data obtained from the machine were converted to.mgf from.wiff format file by PeakView software. To qualify and quantify the protein abundance changes of the nucleus- and organelle-encoded genes under different conditions, we searched the protein IDs and peptides mapped by ProteinPilot software against the *Arabidopsis* nucleus-encoded protein database, mitochondria-encoded protein database, and chloroplast-encoded protein database from the TAIR website^2^. Downstream analysis for the calculation of the protein expressed level for each gene from each compartment was conducted by a series of in-house perl scripts. In all searches, trypsin was selected as the enzyme used for protein digestion and IAA was selected as the cysteine alkylation agent. Bias correction and background correction were also applied. For protein identifications, a minimal unused ProtScore of 1.3 with at least two peptides (confidence ≥ 95%) was necessary. The false discovery rate (FDR) analysis was performed using the PSPEP add-on function of ProteinPilot based on a decoy database of reverse sequences. All four replicated ratios were used for statistical analysis by using one sample *t*-test (one-tailed test) using the following formula: $t=\frac{x-\mu 0}{s/\sqrt{n}},$, where *x* is the mean ratio of the four replicates, μ_0_ is the assumed value (we assumed three values 1.2, 1.33, and 1.5, respectively), *s* is the standard deviation of the four replicates and *n* is the number of the replicates. The degree of freedom used was 3 and *P* < 0.05 was regarded as statistically significant.

### Quantitative Reverse Transcriptase-PCR

Quantitative reverse transcriptase PCR (qRT-PCR) analysis was carried out using cDNA samples transcribed from the same batch of RNA used in transcriptome. Primer premier 5.0^3^ was used to design the qRT-PCR primers (**Supplementary Table S1**). The PCR reactions were performed in a 10 μL volume containing a 2× SYBR Green Master Mix (ABI systems). The amplification parameters were 95°C for 1 min; followed by 40 cycles of 15 s of 95°C and 1 min of 60°C. Actin 2 (*At3g18780*) was used as the internal control. For every transcript, each cDNA sample was analyzed in triplicate, and relative transcript abundance was calculated by normalizing to the maximum level. The assessment of expression comparing different targets was determined by the ddCt comparative threshold (ΔΔCt) method. *P*-values were determined by a two-tailed paired Student’s *t-*test.

## Results

### Impact of AtPAP2 OE on Leaf ADP, ATP, NADP^+^, and NADPH Levels

ADP and ATP levels were significantly higher in OE leaves than in WT leaves at all three time points (*t* = 0, 1, and 8 h), while the ratios of ATP/ADP were not statistically changed (**Figure 1**). NADP^+^ content was significantly lower in the OE line only in dark conditions. NADPH content was significantly lower in OE leaves in the middle of light period (*t* = 8 h) and as a result, the deduced NADPH/NADP^+^ ratio was lower. Similarly, the ATP/NADPH ratios were considerable higher in the OE line at all time points (*t* = 0, 1, and 8 h), which was mainly a consequence of the higher ATP levels.

**FIGURE 1:**
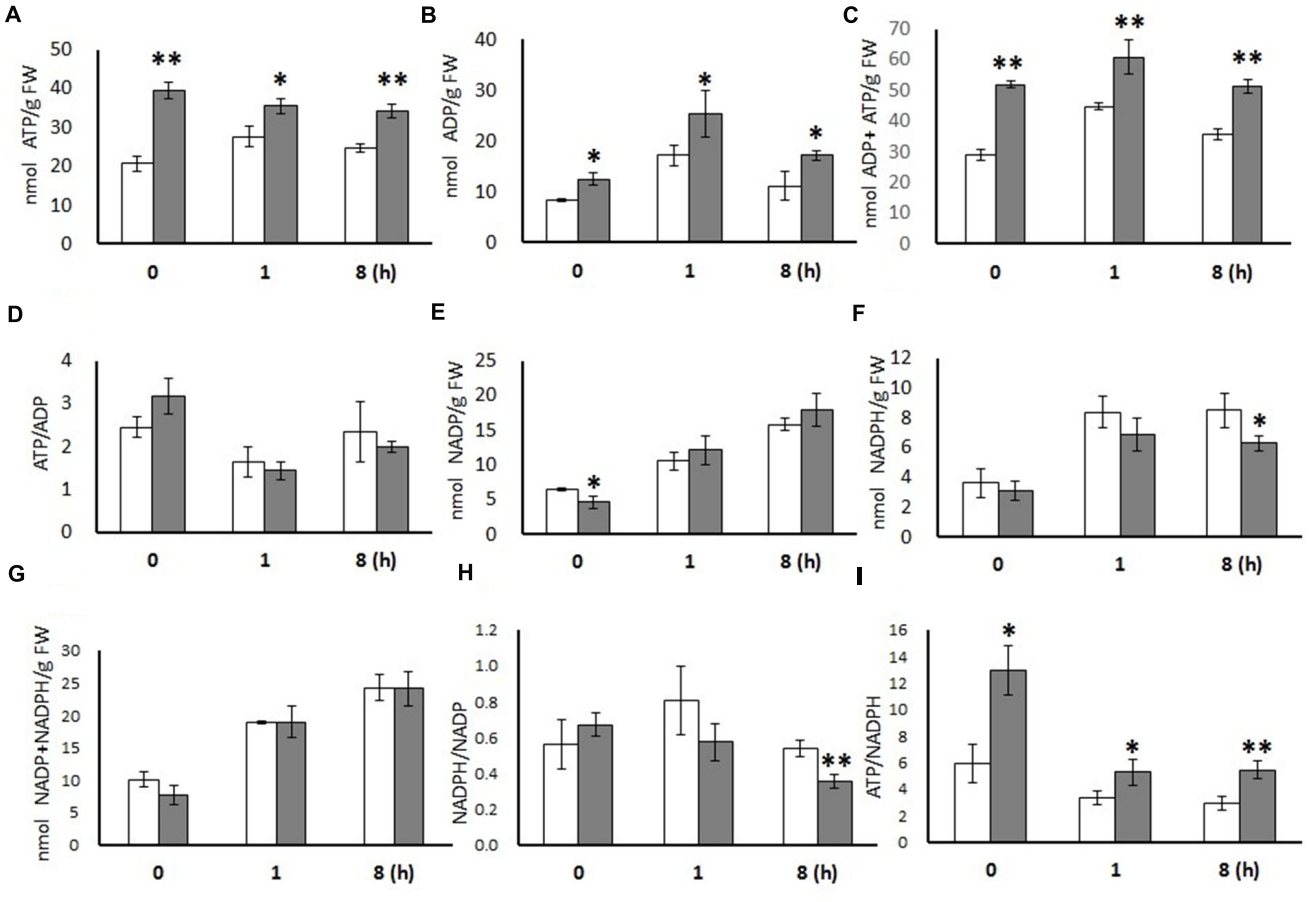
**Metabolites measured from 20-days-old leaves of WT and OE7 *Arabidopsis* at different time points.** ATP **(A)**, ADP **(B)**, ADP + ATP **(C)**, ATP/ADP **(D)**, NADP **(E)**, NADPH **(F)**, NADP + NADPH **(G)**, NADPH/NADP **(H)**, and ATP/NADPH **(I)**. Data are expressed (nmol/g FW) as means with ±SD of three biological replicates. Independent sample *t*-test using IBM SPSS Statistics 19 Software. Asterisks indicate significant difference between WT (white bar) and OE (gray bar), ^∗^*P* < 0.05, ^∗∗^*P* < 0.01. FW, Fresh weight.

### RNA-seq Data Analysis Identifies Multiple Differentially Expressed Transcripts

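Rosette leaves of 20-day-old WT (Col-0) plants, grown under 16 h of light at 120 to 150 μmol m−2 s−1 and 22 °C and 8 h of dark at 18 °C, were collected at the end of the night (t = 0 h) and after 1 and 8 h of light. The leaves of several plants were pooled into 1 RNA sample per time point, so that the files analysed here hold 3 WT samples without biological replicates. The OE samples were not in the files analysed here, and every OE value given beside a WT value is the paper's own, taken from its supplementary tables. Ribosomal RNA was removed before the libraries were made, and the authors aligned the HiSeq 2000 reads to the TAIR10 nuclear, mitochondrial and chloroplast gene sets with SOAPaligner/SOAP2. They deposited, for each nuclear transcript, the number of reads that matched only 1 place, the RPKM (reads per kilobase of transcript, scaled to the uniquely matched reads of the sample) and the percent of the transcript covered by reads. The WT libraries held 65856848 reads at t = 0 h, 68717410 at t = 1 h and 66618050 at t = 8 h, of which 40502486, 43070199 and 42066874 were uniquely matched and form the total by which the RPKM are scaled. Nuclear transcripts took 15230672 of these reads at t = 0 h, which is 37.60% (Wilson 95% interval 37.59 to 37.62%). Their share was 42.31% (42.29 to 42.32%) at t = 1 h and 48.29% (48.28 to 48.31%) at t = 8 h, and the rest of the total lies on transcripts that are not in the files analysed here. The transcript with the most reads in every sample was AT1G29930.1 (CAB1), with 224144 reads at t = 0 h and 746444 reads at t = 8 h, or 1.47 and 3.67% of the nuclear reads. The 20 nuclear transcripts with the most reads held 14.4, 14.7 and 22.5% of the nuclear reads at t = 0, 1 and 8 h, respectively. At this depth, 3 reads on a transcript of 1 kb correspond to 0.074, 0.070 and 0.071 RPKM, which is taken as the smallest level that the samples can show. Read numbers of different samples were compared with the Audic-Claverie exact test, the test of the paper, at a false discovery rate (FDR, Benjamini-Hochberg) of at most 0.001, which covers the sampling of reads but not the variation between plants.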

Total sequenced reads were mapped both to *Arabidopsis* TAIR 10 genes (**Supplementary Table S2A**) and to the genome (**Supplementary Table S2B**). 

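In the 3 WT samples, 27678 nuclear transcripts had at least 1 uniquely matched read at 1 time point or more. The number was 24839 at t = 0 h, 24774 at t = 1 h and 24706 at t = 8 h, and 22073 transcripts had reads at all time points. The paper's number, 29278, covers the OE samples as well. A single read is below the level of 3 reads that was taken as the floor, and when at least 10 reads in a sample were required, 20575 transcripts were left. Mitochondrial and chloroplast transcripts were not in the files analysed here, so that their numbers were not recounted.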

In total, 29,500 expressed transcripts were detected in the RNA-seq data, including 29,278 transcripts encoded by the nuclear genome, 126 transcripts encoded by the mitochondrial genome, and 96 transcripts encoded by the chloroplast genome (**Supplementary Tables S3**–**S5**). 

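The 27678 nuclear transcripts detected in WT belonged to 22736 genes, against the paper's 23250 genes over both lines. Of these genes, 18664 had reads on 1 transcript and 4072 had reads on several transcripts, which together made up 9014 transcripts. The largest number was 8 transcripts, for AT5G64460. Chromosomes 1 to 5 carried 5943, 3598, 4506, 3454 and 5235 of the genes, respectively. With at least 10 reads in 1 sample, summed over the transcripts of a gene, 18645 genes were detected. The paper ascribes the difference between the numbers of transcripts and genes to alternative splicing.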

The 29,278 nuclear transcripts were encoded by a total of 23,250 genes, where the difference between these two numbers is due to the fact that some genes display alternative splicing. RNAs were classified as protein coding, pre-tRNA and rRNA, respectively. The gene type destinations were compared with those published in TAIR 10 *Arabidopsis* Columbia-0 (Col-0)^4^ (**Table 1**).

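The 22736 nuclear genes detected in WT were looked up by their identifiers in the TAIR10.1 annotation, which is a later release than the TAIR10 gene sets used by the authors and listed 22695 of them. Of these, 21279 were annotated as protein coding, against the paper's 21497 in both lines. A further 685 genes were pseudogenes and 305 were transcribed pseudogenes. Among the RNA genes, 200 were annotated as lncRNA, 134 as ncRNA, 58 as miRNA, 18 as snoRNA, 11 as snRNA, 3 as antisense RNA and 2 as rRNA. The remaining 41 genes had no entry in TAIR10.1. Detection here means at least 1 read in any of the 3 WT samples, and with reads required in all 3 samples the number of nuclear genes was 19325.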

**Table 1:** Gene type destinations mapped to TAIR 10.0 genome database.

	Total	Protein coding	pre-tRNA	rRNA	snRNA	snoRNA	miRNA	Other RNA	Pseudogene	TE
Chr1-5	23,250	21,497/27206	0/631	2/4	13/13	18/71	66/177	339/394	368/924	947/3903
ATMG	126	121/122	2/21	3/3	0	0	0	0	0	0
ATCG	96	87/88	1/37	8/8	0	0	0	0	0	0
Total expressed genes	23,472	21,705/27416	3/689	13/15	13/13	18/71	66/177	339/394	368/924	947/3903

*Numbers in denominator are the total gene number of each type of RNAs annotated in TAIR 10.0 database (http://www.*arabidopsis*.org/portals/genAnnotation/genome_snapshot.jsp). Chr1-5, ATMG, and ATCG represent chromosomes 1–5, mitochondrial and chloroplast genomes, respectively.*

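The comparison of the lines was repeated for the 1066 transcripts at the start of the paper's Table S3, which run along chromosome 1 of TAIR10.1 from position 3631 (AT1G01010.1) to 3127284 (AT1G09650.1). The WT reads came from the files and the OE reads were recovered from the paper's RPKM, the transcript lengths and the paper's total of uniquely matched OE reads. The 1066 transcripts held 540643 WT reads and 616088 OE reads at t = 0 h, with no replicates in either line. By the Audic-Claverie exact test at an FDR of at most 0.001 and a fold change above 2, 45 transcripts were up-regulated and 44 suppressed in the OE line at t = 0 h. At t = 1 h, 33 transcripts were up-regulated and 51 suppressed, and at t = 8 h, 23 were up-regulated and 30 suppressed. The median OE/WT ratio of the transcripts with at least 10 reads in both lines was 1.11 at t = 0 h, 1.01 at t = 1 h and 0.94 at t = 8 h. Once the ratios had been divided by these medians, the numbers at t = 0 h became 29 up-regulated and 56 suppressed, a setting chosen after seeing the data. At t = 1 h it gave 33 up-regulated and 52 suppressed. At t = 8 h it gave 28 up-regulated and 26 suppressed, the opposite balance. A negative binomial exact test with an assumed biological coefficient of variation of 0.2, also chosen afterwards, left 4 up-regulated and 18 suppressed transcripts at t = 0 h. It left 2 up-regulated and 15 suppressed at t = 1 h, and 4 up-regulated and 1 suppressed at t = 8 h. Over all transcripts in Figure 2A, the paper reports more suppressed than up-regulated ones in the OE line at every time point. For this part alone, the paper's Table S6 at t = 0 h also marks 45 up-regulated and 44 suppressed transcripts.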

When transcripts were compared between the OE line and WT, there were more suppressed transcripts than up-regulated transcripts in the OE line in all three time points (**Figure 2A**). 

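The part of Table S6 read here holds 990 transcripts that the paper lists as different between OE and WT at t = 0 h, of which 717 lie on chromosome 1 and 273 on chromosome 2. The paper marks 367 of them as up-regulated and 623 as suppressed in the OE line, with 269 up and 448 down on chromosome 1 and 98 up and 175 down on chromosome 2. The WT read numbers of all 990 rows were the same as in the WT file for t = 0 h. The AtPAP2 transcript itself (AT1G13900.1, chromosome 1 of TAIR10.1, 4753099 to 4755656) had 867 reads in WT, or 9.12 RPKM (no replicates), and the paper's OE value is 75577 reads or 834 RPKM, a log2 ratio of 6.51. When that ratio was centred on the median of the Table S3 transcripts it was 6.36. ECS1 (AT1G31580.1, chromosome 1, 11310997 to 11311989) had 40827 reads in WT and 8 reads in the paper's OE sample, and PR1 (AT2G14610.1, chromosome 2, 6241640 to 6242541) had 1583 reads in WT and 2 in the OE sample. In the other direction, ESP (AT1G54040.2, chromosome 1, 20170715 to 20173949) had no reads in WT, where 3 reads are the floor, and 3515 reads in the paper's OE sample. In all, 125 of the 990 transcripts had at least 20 WT reads and no OE reads, and 24 had at least 20 OE reads and no WT reads.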

Transcripts differentially expressed in OE line compared with WT at *t* = 0, 1, and 8 h were listed in **Supplementary Table S6**. Most of the differentially expressed genes were nuclear-encoded except one chloroplast-encoded transcript and a few transcripts encoded by the mitochondrial genome (**Supplementary Table S6**). Genes encoded by the chloroplast and the mitochondrial genomes which have significantly different transcript levels between OE line and WT with log2 ratio ≥1 or ≤–1 and *P*-value < 0.001 were found to be either ORFs or ribosomal subunit genes (**Supplementary Table S7**).

**FIGURE 2:**
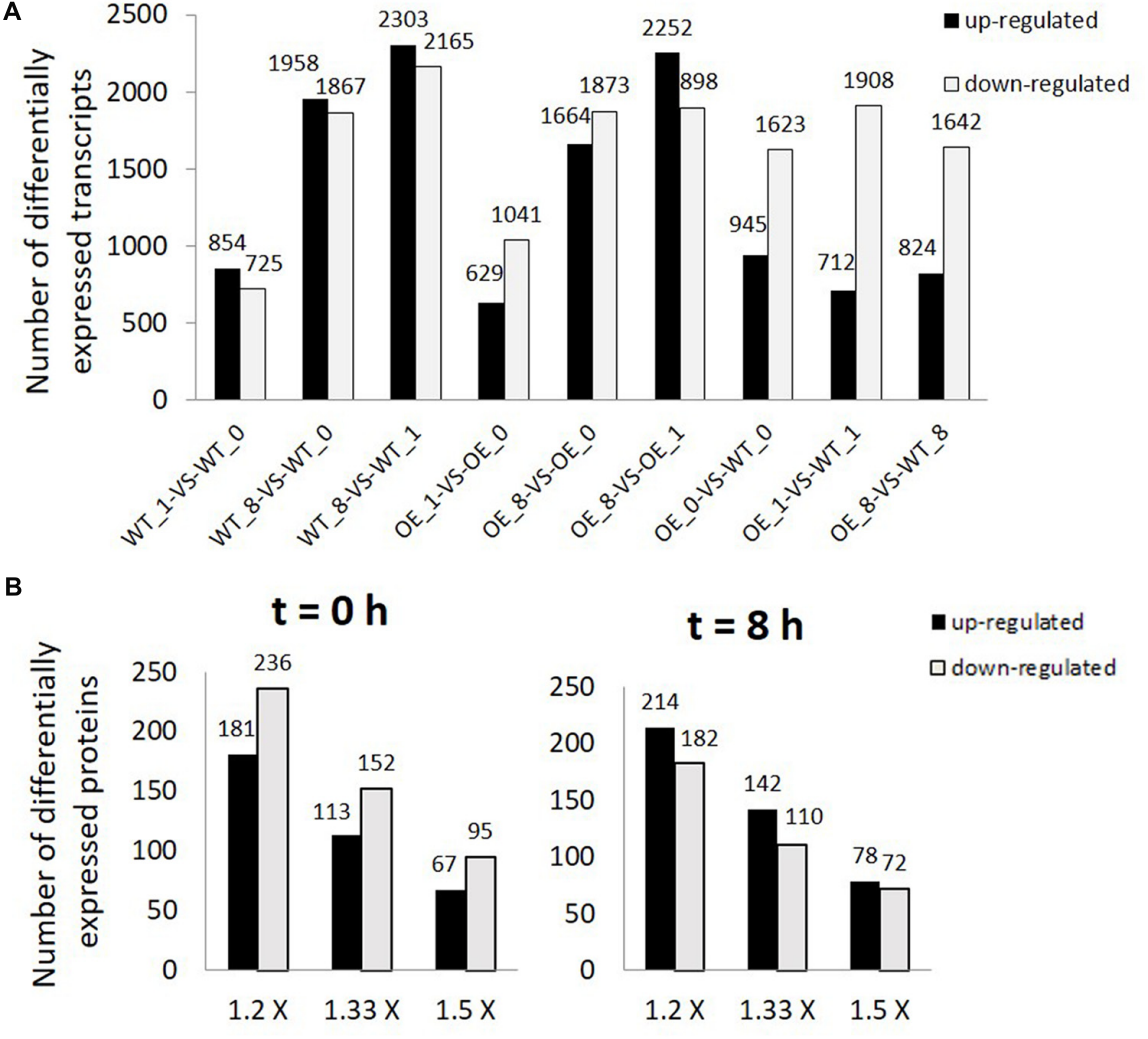
**Differentially expressed transcripts and proteins in overexpression (OE) line compared with WT.** **(A)** Number of differentially expressed transcripts (FDR ≤ 0.001, *P* < 0.001, and FC > 2). WT_0, WT_1, WT_8, OE_0, OE_1, and OE_8 represent WT and OE samples collected at *t* = 0, 1, and 8 h, respectively. **(B)** Number of differentially expressed proteins (1.2×: 1.2 fold change, 1.33×: 1.33 fold change, and 1.5 × : 1.5 fold change) between OE and WT samples collected at *t* = 0 (left) and 8 h (right).

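For the comparisons within WT, which rest on the deposited files alone, the reads of 1 pooled sample were set against those of another (no replicates) by the Audic-Claverie exact test, scaled by the uniquely matched reads. From t = 0 h to t = 1 h, 854 of 26606 tested transcripts were up-regulated and 724 down-regulated (FDR of at most 0.001 and fold change above 2). From t = 0 h to t = 8 h, 1956 of 26689 were up-regulated and 1867 down-regulated. From t = 1 h to t = 8 h, 2303 of 26629 were up-regulated and 2164 down-regulated. A change in at least 1 of the 3 comparisons was seen for 5950 transcripts and in all of them for 392. Of the transcripts that changed in the first hour of light, 486 rose and then fell by t = 8 h, while 321 fell and then rose. Another 37 rose further and 72 fell further. Both steps share the single t = 1 h sample, so that a deviation of this sample alone would also give turns of direction. A fold change above 1.5 gave 1738 up and 1360 down for the first hour, and a negative binomial exact test with an assumed biological coefficient of variation of 0.2 gave 129 up and 114 down. Scaled by the nuclear reads only, the comparison of t = 8 h with t = 0 h gave 1131 up and 2914 down. The other comparisons turned to more falls than rises as well. They gave 580 up and 1081 down for the first hour and 1757 up and 2680 down from t = 1 h to t = 8 h.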

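The transcripts with the largest changes, among those with at least 100 reads in the higher and 10 in the lower WT sample, were followed over the time course on the TAIR10.1 annotation (no replicates). GI (AT1G22770.1, chromosome 1, 8061751 to 8067790) had 20 reads at t = 0 h, 687 at t = 1 h and 5980 at t = 8 h, so that its RPKM went from 0.12 to 3.86 and 34.4. The log2 changes of GI were 5.01 in the first hour (FDR = 3.3e-164, Audic-Claverie exact test) and 8.17 by t = 8 h. HSP70 (AT3G12580.1, chromosome 3, 3991117 to 3993886) had 92, 2998 and 74 reads, a log2 change of 4.94 in the first hour. BT2 (AT3G48360.1, chromosome 3, 17907767 to 17910738) fell from 11669 reads to 158 in the first hour, a log2 change of -6.30, and RVE2 (AT5G37260.1, chromosome 5, 14751344 to 14753088) fell from 9388 reads to 272 and then to 40. PRR5 (AT5G24470.1, chromosome 5, 8356204 to 8358546) had 24, 13 and 3570 reads at t = 0, 1 and 8 h, and COR15B (AT2G42530.1, chromosome 2, 17708593 to 17710433) had 25, 12 and 2011. AT3G62550.1 (chromosome 3, 23135630 to 23137173), annotated as an adenine nucleotide alpha hydrolase-like protein, rose from 12 reads at t = 1 h to 6945 at t = 8 h, the largest log2 change of all, 9.21. BMY3 (AT5G18670.1, chromosome 5, 6225956 to 6228195) had 23296, 27825 and 167 reads, and GBSS1 (AT1G32900.1, chromosome 1, 11920390 to 11923866) had 7702, 19016 and 182. With TMM scale factors the log2 change of GI by t = 8 h was 8.06 and that of AT3G62550.1 was 9.13.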

PageMan analysis (Usadel et al., 2006) was used to study the differential response to light between the OE line and WT by identifying significantly overrepresented functional groups (*P* < 0.01), using the ratio of the transcript level in the OE line to that in the WT for each time point and on the basis of Fisher’s exact and Wilcoxon tests for each category (**Figure 3**). This analysis facilitated the investigation of the global activation and/or repression of metabolic pathways and gene regulatory networks of the OE line in response to light. The OE line has been shown to exhibit higher electron transport rate (ETR) and non-photochemical quenching (NPQ) than the WT (Zhang et al., unpublished data). As would be anticipated, photosynthetic gene expression was up-regulated in the OE line in comparison to WT (**Figure 3**). 

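Nuclear-encoded photosystem transcripts were taken from the paper's Table S11, and their WT RPKM in that table were the same as in the deposited files. The OE values are the paper's, and neither line had replicates. At t = 0 h, the median log2 OE/WT ratio of 83 photosystem transcripts with reads in both lines was 0.234, and 63 of them lay above WT. The other 855 transcripts of Table S3 with reads in both lines had a median of 0.116 (permutation test across transcripts, p = 0.070, adjusted p = 0.74 for 21 comparisons). At t = 1 h, the median of 84 photosystem transcripts was 0.166, with 60 above WT, against 0.008 for 874 others (permutation test, p = 0.028, adjusted p = 0.58). In the main setting, neither difference remained below 0.05 after adjustment, and the transcripts of a pathway are not independent replicates. Among transcripts with at least 10 RPKM in WT, the median at t = 0 h was again 0.234, with a lower p-value against the others (permutation test, p = 0.012), and at t = 1 h it was 0.172 (permutation test, p = 2.4e-04). With 1 transcript per gene the medians were 0.243 and 0.178 at t = 0 and 1 h (permutation tests, p = 0.043 and p = 0.0075), and the p-values of these alternatives were not adjusted. From the rank test of functional groups in Figure 3, the paper concludes that photosynthetic gene expression was higher in the OE line.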

However, a significant decline in photosynthetic gene expression across the light period was observed. 

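At t = 8 h, the median log2 OE/WT ratio of 83 nuclear photosystem transcripts of Table S11 was -0.128, and 24 of them lay above WT (WT from the files, OE as the paper reports it, no replicates). The 872 other transcripts of Table S3 had a median of -0.057 at this time point (permutation test across transcripts, p = 0.39). From t = 0 h to t = 8 h, the ratio fell for 72 of 83 photosystem transcripts, and the median log2 change was -0.363. The median of 815 other transcripts of Table S3 also fell by 0.186, and the difference between the groups, -0.177, had p = 0.079 in a permutation test across transcripts. Centring the ratios on the Table S3 median moved the photosystem median at t = 8 h to -0.045. The paper reads the lower ratios at the later time points as a decline of photosynthetic gene expression across the light period.

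**Figure D1:**
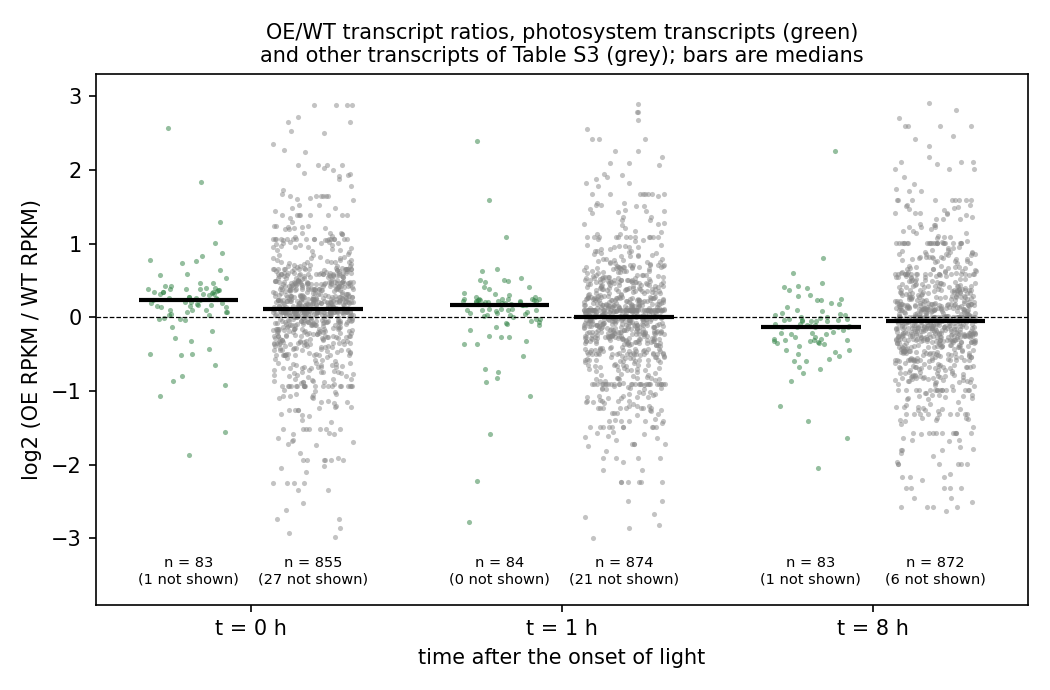
Log2 ratio of the paper's OE RPKM to the WT RPKM (vertical axis) at t = 0, 1 and 8 h for the photosystem transcripts of Table S11 (green) and the other transcripts of Table S3 (grey), 1 point per transcript with bars at the medians; transcripts beyond 3 on either side of 0 are counted but not drawn. The photosystem medians are 0.234, 0.166 and -0.128, against 0.116, 0.008 and -0.057 for the other transcripts.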

Additionally, the expression of genes involved in photorespiration and the Calvin–Benson cycle were surprisingly only apparently up-regulated at the end of the night (*t* = 0 h) in the OE line (**Figure 3**). 

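For 38 Calvin–Benson cycle transcripts of Table S12, the median log2 ratio of the paper's OE RPKM to the WT RPKM of the files was 0.258 at t = 0 h, and 33 of them lay above WT (no replicates). At t = 1 h the median was 0.122, with 26 above WT, and at t = 8 h it was -0.063, with 15 above WT. Against the other transcripts of Table S3, whose medians were 0.116, 0.010 and -0.057, the permutation tests across transcripts gave p = 0.15, p = 0.22 and p = 0.95 (adjusted p = 0.92, 0.92 and 0.95 for 21 comparisons). WT read numbers of these transcripts ranged from 71 to 174557 at t = 0 h. Restricted to transcripts with at least 10 RPKM in WT, the median at t = 0 h was 0.271 (permutation test, p = 0.015). With 1 transcript per gene it was 0.245 (permutation test, p = 0.17), and the p-values of these alternatives were not adjusted. The paper reads the pattern of Figure 3 as an up-regulation of the Calvin–Benson cycle that was apparent only at the end of the night.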

By contrast, genes associated to stress and redox responses were clearly down-regulated during light period in the OE line as compared to WT (**Figure 3**), although the expression pattern of the genotypes was more similar eight hours after the onset of illumination.

**FIGURE 3:**
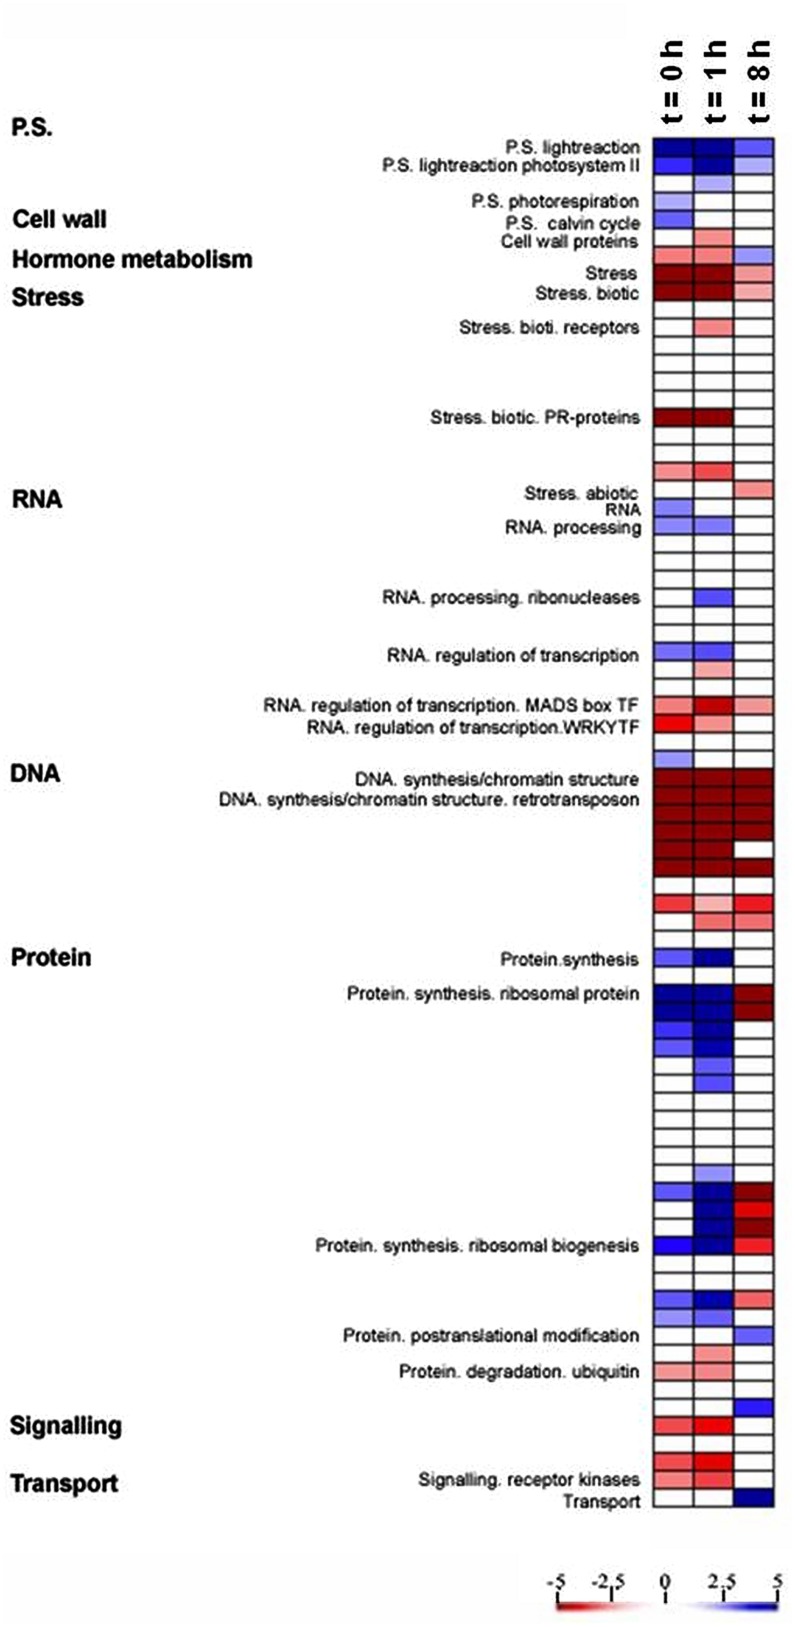
**Expression analysis in OE compared with WT.** A condensed PageMap display of altered pathways is shown. Gene expression data are presented as log_2_ fold changes in comparison with the same time point of WT. The analyzed points were *t* = 0, 1, and 8 h during light period. The data were subjected to a Wilcoxon test in PageMan, and the results are displayed in false-color code.

We additionally observed differential expression of transcripts involved in RNA processing and RNA transcription, which were up-regulated during end of night and beginning of light in OE line, but the transcription factor MADS box and WRKY families were down-regulated in the same time frame (**Figure 3**). 

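Ribosomal protein transcripts could be followed only in the part of Table S3 read here, where the descriptions of 17 to 19 transcripts with reads in both lines name a ribosomal protein (a set chosen after the files had arrived). Their WT read numbers ranged from 4 to 12551 at t = 0 h and from 8 to 18191 at t = 8 h, without replicates, and the OE values are the paper's. At t = 0 h the median log2 OE/WT ratio was 0.236, with 16 of 18 transcripts above WT (permutation test across transcripts, p = 0.38, adjusted p = 0.38). At t = 1 h it was 0.259, with 14 of 17 above WT (permutation test, p = 0.12, adjusted p = 0.18). At t = 8 h it was -0.670, with 2 of 19 above WT (permutation test, p = 0.0016, adjusted p = 0.0049). The transcripts of this group are not independent replicates, so that these p-values do not measure the variation between plants or lines. After centring on the Table S3 median, a setting chosen after seeing the data, the value at t = 8 h was -0.587. From the functional groups in Figure 3, the paper proposes that resources of the OE line could have moved to protein synthesis.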

It is also worth nothing that a strong down-regulation of transcripts involved in DNA synthesis and protein degradation were displayed in OE line during the light period while genes involved in the biosynthesis of ribosomal proteins were up regulated in the OE line (**Figure 3**), suggesting that the OE line may have a lower protein turnover rate, and the resources could be shifted to protein synthesis.

### Proteomics Studies and Differential Expressed Proteins

After strong cation-exchange (SCX) run, fractions were collected at every minute and finally 80 fractions were combined into twelve fractions for LC–MS/MS analysis. The profiles of SCX separation fractions are presented in **Supplementary Figure S1**. Spectrals, peptides, and proteins identifications were done by ProteinPilot software. Results of identified proteins, peptides and spectrals with different FDR threshold were presented in **Supplementary Tables S8** and **S9**. In total, 2,611 proteins, 24,135 peptides, and 156,907 spectrals were identified with 95% confidence in local FDR. Besides, when the global FDR was applied to the whole set of data, 2803 proteins, 25,521 peptides, and 167,625 spectrals were identified with 99% global FDR (**Supplementary Tables S8** and **S9**). Quality control measurements demonstrated that the protein data were confident for further study (**Supplementary Figure S2**). Our proteomic data identified 2,195 proteins with two or more peptides and with ProteinPilot unused score ≥1.3 (**Supplementary Table S10**). Differentially expressed proteins at both light (*t* = 8 h) and dark (*t* = 0 h) conditions were compared between the two lines (**Figure 2B**). In the dark, more proteins had lower abundances in OE line than in WT (181 up vs. 236 down, 1.2-fold change, *P* < 0.05). At *t* = 8 h, the protein abundances of 214 and 182 proteins were significantly up-regulated and down-regulated, respectively, in OE line versus WT (1.2-fold change, *P* < 0.05).

### Transcription and Translation of Chloroplast Genome

Among the 88 Coding Sequences (CDS) in the chloroplast genome, 87 CDS were detected in our transcriptome data at all three time points. The significant differentially expressed transcripts were selected with both 1.5- and 2-fold change (FDR ≤ 0.001) (**Supplementary Table S4**; **Supplementary Figure S3**).

At the end of the night, the abundances of 17 transcripts from the chloroplast genome were increased in the OE line but no transcripts were statistically suppressed. Eleven out of 17 upregulated transcripts encode ribosomal proteins. The transcripts of *TRNS.2*, *orf31*, *ycf3*, *petG*, *ndhF*, and *ndhH* were also increased in the OE line. The abundances of nine proteins were increased in the OE line and all of them encode ribosomal proteins, while the abundances of eight proteins were decreased in the OE line, including five photosystem II components, two ATP synthase subunits and one NDH complex component (**Supplementary Table S4**).

At 1 h after onset of illumination, only a few transcripts were up-regulated. Suprisingly, the transcripts of 16S and 23S ribosomal RNAs (*rrn16* and *rrn23*) were down-regulated in the OE line. By contrast, these ribosomal RNAs were up-regulated in the OE line after eight hours of illumination. At *t* = 8 h, only the transcripts of RNA polymerase beta’s subunit-2 (*rpoC2*), *psbD*, and *rps14* were significantly up-regulated in the OE line. Only four transcripts were suppressed, including two genes encoding PSII core proteins (*psbM* and *psbL*), *rpl20*, and *clpP1* encoding the caseinolytic protease P1. For protein abundance, the abundances of seven ribosomal proteins were increased in the OE line, while the protein abudances of three PS II components, two cytochrome b6f complex subunits and two NDH complex subunits were lower in the OE line (**Supplementary Table S4**).

By comparing the transcriptome and proteomic data between the end of the night and the middle of the day, the correlation of transcript and protein abundance is not high, except for a few ribosomal proteins (**Supplementary Table S4**). In general the OE line had a higher abundance of ribosomal proteins than the WT at both time points, and a higher abundance of 16S and 23S ribosomal RNAs than WT at the middle of the day, implying a higher translation rate in the OE line under illumination. Interestingly, a number of proteins involved in the linear photosynthetic electron transport chain, including components of photosystem II, NDH complex and cytochrome b6f complex, were suppressed in the OE line during the day. While in dark, when ATP is mainly produced in the mitochondria rather than in the chloroplast, the protein abundance of two chloroplastidial ATP synthase subunits were suppressed in the OE line.

The transcription of chloroplast genome is carried out by PEP (Plastid-Encoded Plastid RNA polymerase) and NEP (Nuclear-Encoded Plastid RNA polymerase). Previous studies showed that PEP transcribes a number of photosynthesis genes (*psaA*, *psbA-D, psbEFLJ*) under the control of six nuclear-encoded Sigma factors (Baba et al., 2004; Yagi and Shiina, 2014) and NEP transcribes a number of housekeeping genes (e.g., *accD, atpB, rpoB*) under the control of different NEP promoters (Yagi and Shiina, 2014). In addition, the transcription of some chloroplast genes (*atpA, clpP, rpl33, rrn5, rrn16*, and *rrn23*) are controlled by both PEP and NEP (Allison et al., 1996; Baba et al., 2004). Our transcriptome data showed that the transcript abundances of the above genes were not significantly different between the two lines, except for *rrn16* and *rrn23*. Hence, the transcription of these chloroplast genes by PEP and NEP is under complex regulatory control, and how availability of energy affects chloroplast genome regulation requires further studies.

### Transcription and Translation of Mitochondrial Genome

In total there are 122 mitochondria CDS genes in *Arabidopsis* according to TAIR 10 database^5^, of which 121 mitochondria CDS and 22 proteins with peptide number equal to or greater than two were detected in this study (**Supplementary Table S5**; **Supplementary Figure S4**). The transcript abundances were found to be significantly different between the OE and WT lines. At *t* = 0, 1, and 8 h, the abundances of 18, 8, and 13 transcripts were significantly higher in the OE line, respectively, whereas the abundances of 9, 19, 18 transcripts were significantly lower in the OE line, respectively. Hence, the transcription of the mitochondrial genome is greatly affected by the availability of energy. Comparing to WT, the transcript abundances of 5 genes (*cox1, ccb382, nad9, rps2*, and *orf131*) were consistently higher in the OE line at all three time points. For example, the transcript abundance of *cox1* increased from ∼1000 RPKM in WT to ∼2000 RPKM in the OE line at all three time points. In contrast, the transcript abundances of seven genes (*atp6-2* and 6 *orfs*) were consistently lower in the OE line at all three time points.

At the end of the night, most upregulated transcripts in the OE line encode hypothetical proteins. The transcripts of four NADH dehydrogenase components, two ATPase subunits, cytochrome c oxidase subunit 1, cytochrome c biogenesis of 382, and *rpl2* were also up-regulated in the OE line. In addition to the transcript of *atp6-2*, all other down-regulated transcripts encode hypothetical proteins. At *t* = 1 h, the transcript abundances of two NADH dehydrogenase, *cox1*, *rpl2*, *ccb382*, and *ccb203* were increased in OE line. In contrast, the transcript abundances of two NADH dehydrogenase subunits (*nad4l* and *nad3*), *atp6-2* and one ribosomal protein (*rps7*) were suppressed in OE Line (**Supplementary Table S5**). In the middle of day, the transcript abundances of *nad9*, *cox1*, *rpl2*, and *ccb382* were increased in OE line, while the transcript abundances of *atp6-2, ccb206*, and *rps5* were downregulated. Suprisingly, the abundance of 26S rRNA significantly increased in the OE line.

Transcription in eudicot mitochondria is carried out by two nuclear-encoded T3/7 phage RNA polymerase (RpoTm and RpoTmp; Liere et al., 2011). RpoTm is the basic RpoT for the transcription of most mitochondrial genes and RpoTmp plays a special role in the transcription of *cox1, ccmC, matR, nad1, nad2*, *nad6*, and *rps4* (Kuhn et al., 2009). Our RNA-seq showed that the transcript abundances *cox1* and *nad6* are higher in the OE line, whereas the transcript abundances of *matR, nad1, nad2*, and *rps4* were indifferent. Our data indicates that the transcription of mitochondrial genes through RpoTm and RpoTmp is under complex regulation.

Comparing to transcript abundance, not many proteins had significant changes in abundance. Amoug the 21 proteins detected in the proteomics analysis, only Nad2 and two ATP synthase subunits (Atp1 and Atpb) were upregulated and downregulated in the OE line, respectively, at *t* = 0 h (**Supplementary Table S5**). In the middle of day, protein abundances of the 21 proteins were not significantly different between the OE and WT lines.

### Transcription and Translation of Photosynthetic Complexes

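Table S11 lists 11 nuclear-encoded transcripts of the photosystem I core, which had 6361 to 60707 WT reads at t = 0 h and 17867 to 177996 at t = 8 h in the files (no replicates). Their log2 ratios of the paper's OE value to WT lay between -0.02 and 0.40 at t = 0 h, between -0.08 and 0.38 at t = 1 h and between -0.52 and 0.18 at t = 8 h, and none passed 1.5-fold at an FDR of at most 0.001 (Audic-Claverie exact test, Benjamini-Hochberg over the transcripts of Tables S11–S17). Of 8 nuclear-encoded transcripts of the photosystem II core, 1 passed these limits, psbP2 (AT2G30790.1, chromosome 2 of TAIR10.1, 13118937 to 13120199), which was suppressed at every time point. It had 116 WT reads at t = 0 h, or 3.18 RPKM, against the paper's 1.75 RPKM in the OE line, a log2 ratio of -0.86 (FDR = 2.4e-04, exact test). At t = 8 h its log2 ratio was -1.41, from 285 WT reads, and centring on the Table S3 median changed it to -1.32. Under a negative binomial exact test with an assumed biological coefficient of variation of 0.2, the FDR of psbP2 was 0.76 at t = 0 h and 0.057 at t = 8 h. Chloroplast-encoded core subunits were not in the files analysed here. The paper contrasts the small changes of the core subunits with those of the other components of the photosynthetic apparatus.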

Although mRNA levels of the core components of PSI and PSII, encoded by both the chloroplast and nuclear genomes, were not significantly changed during the dark to light transition in OE plants compared to WT, the transcription profiles of other components of the photosynthetic apparatus were significantly altered in the OE line (**Figure 4**; **Supplementary Table S11**).

**FIGURE 4:**
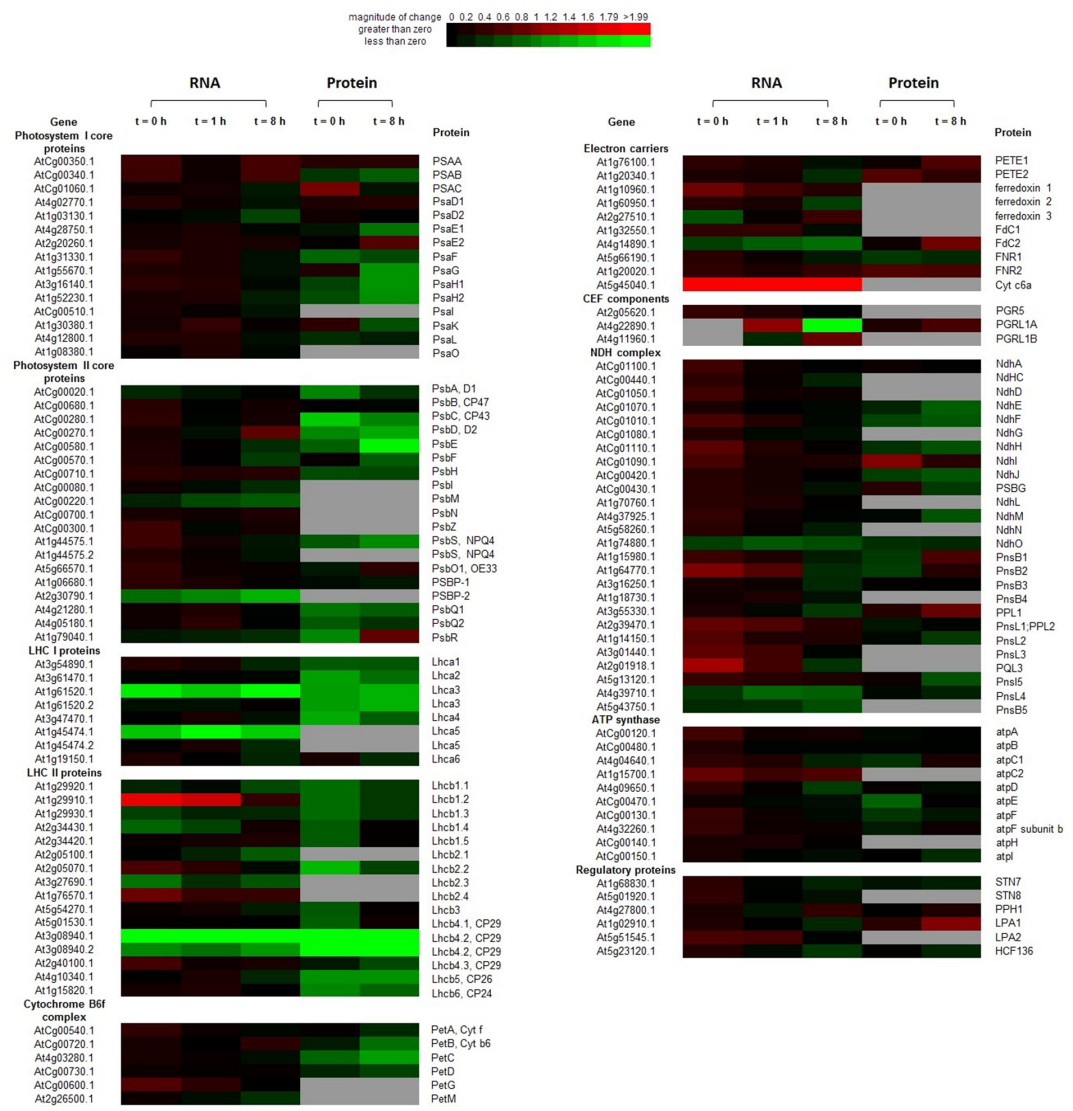
**Heatmap of transcription and translation profiles of photosystem compared WT with OE in 20-days-old leaves of *Arabidopsis*.** Each value was calculated by log_2_ ratio and colors were scaled per row with up-regulated in red and down-regulated in green. The gray ones indicated the missing data in RNA-Seq or iTRAQ. Heatmap was generated from http://bbc.botany.utoronto.ca/ntools/cgi-bin/ntools_heatmapper_plus.cgi.

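Of the 84 nuclear-encoded transcripts of Table S11, 11 were up-regulated more than 1.5-fold in the OE line at t = 0 h at an FDR of at most 0.001 (Audic-Claverie exact test; WT from the files, OE from the paper, no replicates). The 3 LHCII transcripts among them were Lhcb1.2 (AT1G29910.1, chromosome 1 of TAIR10.1, 10472280 to 10473502), Lhcb2.2 (AT2G05070.1) and Lhcb2.4 (AT1G76570.1). Lhcb1.2 had 11140 WT reads, or 270 RPKM, against the paper's 962 RPKM in the OE line, a log2 ratio of 1.83, while Lhcb2.2 and Lhcb2.4 had log2 ratios of 0.59 and 0.83. Ferredoxin 1 (AT1G10960.1, chromosome 1, 3664187 to 3665040) had 569 RPKM in WT and the paper's 1037 RPKM in the OE line, a log2 ratio of 0.87 from 15066 WT reads. Cytc6a (AT5G45040.1, chromosome 5, 18175371 to 18176888) had 213 WT reads, or 6.92 RPKM, against the paper's 41.2 RPKM, a log2 ratio of 2.57 (FDR = 1.1e-178, exact test). In the NDH complex, PnsB2 (AT1G64770.1), PnsL1 (AT2G39470.1), PQL1 (AT1G14150.1), PQL2 (AT3G01440.1) and PQL3 (AT2G01918.1) had log2 ratios of 1.00, 0.77, 0.64, 0.73 and 1.29. The transcript of atpC2 (AT1G15700.1, chromosome 1, 5402569 to 5403818) had 74 WT reads and a log2 ratio of 0.78 (FDR = 4.0e-04, exact test). With a negative binomial exact test and an assumed biological coefficient of variation of 0.2, the FDR was 7.1e-07 for Cytc6a and 8.8e-04 for Lhcb1.2, and from 0.075 (PQL3) to 1 (Lhcb2.2) for the others. Centred on the Table S3 median, Lhcb2.2, PQL1 and PQL2 fell below 1.5-fold, with log2 ratios of 0.44, 0.49 and 0.58. After the same centring atpC2 was at 0.63 and no longer passed the FDR limit (FDR = 0.0054, exact test). The other up-regulated transcripts stayed past both limits. PetG is encoded by the chloroplast and was not in the files analysed here.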

At *t* = 0 h, transcripts encoding some LHCII components, soluble electron carriers (*PetG*, *ferredoxin 1*, and *Cytc6a*), multiple components of the NDH complex and ATP synthase (*atpC2*), were significantly up-regulated (*P* < 0.05) in the OE line. 

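Suppression of more than 1.5-fold at t = 0 h (FDR of at most 0.001, Audic-Claverie exact test, OE values from the paper, no replicates) was found for 8 transcripts of Table S11. The photosystem II transcript was psbP2, with 3.18 RPKM in WT and the paper's 1.75 RPKM in the OE line. The LHCI transcripts were Lhca3 (AT1G61520.1, chromosome 1 of TAIR10.1, 22699715 to 22701412) and Lhca5 (AT1G45474.1, chromosome 1, 17179250 to 17180806). Lhca3 had 1305 WT reads, or 26.9 RPKM, against the paper's 7.35 RPKM, a log2 ratio of -1.87 (FDR = 1.5e-122, exact test). Lhca5 had 127 WT reads and a log2 ratio of -1.56. The 4 LHCII transcripts came from 3 genes, namely Lhcb1.4 (AT2G34430.1) with a log2 ratio of -0.80, Lhcb2.3 (AT3G27690.1) with -0.92 and the isoforms AT3G08940.1 and AT3G08940.2 of Lhcb4.2 with -5.69 and -1.07. AT3G08940.1 had 108 reads in WT and 2 in the paper's OE sample, whereas AT3G08940.2 had 4445 and 2023. The remaining transcript was AT2G27510.1, listed among the electron carriers. A pseudocount of 1 RPKM moved AT3G08940.1 most, to a log2 ratio of -1.63.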

By contrast, transcriptions of some genes of the following complexes were suppressed in the OE line: one PSII gene, two LHCI genes, and three LHCII genes. In contrast to the mRNAs profiles, many proteins were suppressed in the OE line, including three PSI subunits, eight PSII subunits, three LHCI proteins, five LHCII proteins, PetC, NdhF and three ATP synthase subunits.

At *t* = 8 h, changes in genes expression profiles and protein abundances in the OE line were different with that of the end of night (*t* = 0 h). Transcription of *Cytc6a* was always up-regulated (*P* < 0.05) in the OE line in both dark and light conditions. *psbD* and *PGRL1B* were up regulated in the OE line. 

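Cytc6a (AT5G45040.1, chromosome 5 of TAIR10.1, 18175371 to 18176888) had 213, 141 and 269 WT reads at t = 0, 1 and 8 h, or 6.92, 4.31 and 8.41 RPKM (no replicates). The paper's OE values are 41.2, 22.5 and 40.1 RPKM, which gave log2 ratios of 2.57, 2.39 and 2.25 (FDR = 1.1e-178, 3.9e-95 and 3.3e-157, Audic-Claverie exact test). It was the only transcript of Table S11 up-regulated more than 1.5-fold at all 3 time points. PGRL1B (AT4G11960.1, chromosome 4, 7174886 to 7177888) had 131 WT reads at t = 8 h, or 2.16 RPKM, against the paper's 3.79 RPKM, a log2 ratio of 0.81 (FDR = 5.3e-07, exact test). Under the negative binomial exact test with an assumed biological coefficient of variation of 0.2, Cytc6a kept an FDR of 3.3e-05 at t = 8 h, whereas that of PGRL1B was 0.82. The gene psbD lies in the chloroplast genome, whose transcripts were not in the files analysed here.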

More transcripts were suppressed at *t* = 8 h, which include the several suppressed genes in dark (*Lhca3*, *Lhca5*, *Lhcb2.3*, *Lhcb4.2*, and *psbP2*). 

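Of 84 transcripts of Table S11, 11 were suppressed more than 1.5-fold in the OE line at t = 8 h, against 8 at t = 0 h and 8 at t = 1 h (FDR of at most 0.001, Audic-Claverie exact test, OE values from the paper). The numbers of up-regulated transcripts were 2 at t = 8 h, 11 at t = 0 h and 4 at t = 1 h. Lhca3 rose in WT from 26.9 RPKM at t = 0 h to 156 RPKM at t = 8 h (7883 reads, no replicates), while the paper's OE value at t = 8 h is 38.0 RPKM, a log2 ratio of -2.04. Lhca5 had 103 WT reads at t = 8 h and a log2 ratio of -1.63 (FDR = 3.5e-09, exact test). Lhcb2.3 (AT3G27690.1, chromosome 3 of TAIR10.1, 10255906 to 10257489) had 63406 WT reads, or 1593 RPKM, against the paper's 995 RPKM, a log2 ratio of -0.68. The isoforms AT3G08940.1 and AT3G08940.2 of Lhcb4.2 (chromosome 3, 2717557 to 2718923) had log2 ratios of -5.55 and -1.21, and psbP2 had -1.41. Allowing for a biological coefficient of variation of 0.2 in a negative binomial exact test left Lhca3 with an FDR of 1.6e-04 and raised that of Lhcb2.3 to 0.99.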

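Lhcb2.1 (AT2G05100.1, chromosome 2 of TAIR10.1, 1822990 to 1824480) had 521 RPKM in WT and the paper's 512 RPKM in the OE line at t = 0 h, a log2 ratio of -0.02 (FDR = 0.12, Audic-Claverie exact test). At t = 8 h it had 2260 RPKM in WT from 104681 reads and the paper's 1384 RPKM, a log2 ratio of -0.71. Fd2 (AT1G60950.1, chromosome 1, 22444307 to 22445291) had a log2 ratio of 0.30 at t = 0 h and -0.50 at t = 8 h, with 88813 and 112501 WT reads. The log2 ratio of ndhO (AT1G74880.1, chromosome 1, 28129828 to 28131077) was -0.50 at t = 0 h and -0.60 at t = 8 h, and that of pnsL4 (AT4G39710.1, chromosome 4, 18426492 to 18428578) was -0.43 and -0.75. For pnsL5 (AT5G13120.1, chromosome 5, 4162374 to 4164923), WT had 12.1 RPKM at t = 0 h and 12.6 RPKM at t = 8 h, from 518 and 557 reads, against the paper's 16.3 and 14.8 RPKM in the OE line, log2 ratios of 0.43 and 0.24. PnsB5 (AT5G43750.1, chromosome 5, 17579867 to 17581275), another NDH subunit, had log2 ratios of -0.32 and -0.60. No replicates were sequenced in either line, and in the negative binomial exact test with an assumed biological coefficient of variation of 0.2 the FDR of Lhcb2.1 at t = 8 h was 0.91. The chloroplast transcript psbM was not in the files analysed here.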

Transcriptions of *psbM*, *Lhcb2.1*, *Fd2*, *ndhO*, *pnsL4*, and *pnsL5* were suppressed in the OE line under light condition, which were not altered at the end of night. For proteins, the abundances of one electron carrier (FdC2), one CEF componets (PGRL1A), and one NDH complex components (PPL1) were increased (*P* < 0.05) in the OE line. The abundances of many proteins were decreased in the OE line. The suppressed proteins in PSI are docking sites for LHCII (PsaH1 and PsaH2), LHCI (PsaG and PsaK), and PETE (PsaE1). Besides, several components of PSII (psbC, psbD, and psbE), Cyb6f complex (PetB, PetC, and PetD), Lhca3, Lhcb4, Lhcb5, and NDH complex (NdhH, NdhJ, and NdhM) were also suppressed in the OE line (*P* < 0.05) (**Figure 4**; **Supplementary Table S11**). 

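The primers of Table S1 for nuclear genes were located in the TAIR10.1 genome by exact matching. Both primers for PQL1 lay in AT1G14150, both for PQL2 in AT3G01440, both for Lhca3 in AT1G61520, both for Lhcb4.2 in AT3G08940 and both for Actin 2 in AT3G18780. The forward primer for Lhcb2.3 matched 3 genes, AT2G05070, AT2G05100 and AT3G27690, and its reverse primer matched only AT3G27690 (Lhcb2.3, chromosome 3, 10256344 to 10256365). The forward primer for Cyt c6a lay in AT5G45040, and the reverse primer as printed had 0 exact matches in the genome. Both primers named FdC2 lay in AT4G14890 (chromosome 4, 8520950 to 8521083). In the sequencing data, PQL1 had 496, 561 and 466 WT reads at t = 0, 1 and 8 h (no replicates) and log2 ratios of the paper's OE value to WT of 0.64, 0.25 and 0.25, and PQL2 had log2 ratios of 0.73, 0.51 and -0.03. Ferredoxin 1 had log2 ratios of 0.87, 0.50 and 0.29, Lhca3 of -1.87, -1.58 and -2.04, Lhcb2.3 of -0.92, -0.36 and -0.68, and Lhcb4.2 (AT3G08940.2) of -1.07, -0.88 and -1.21. AT4G14890.1 had log2 ratios of -0.50, -0.75 and -0.86. Centring on the Table S3 median turned the value of PQL2 at t = 8 h from -0.03 to 0.05. The paper used the qRT-PCR values of these genes as a check on its sequencing values.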

The mRNA levels of genes encoding several components of the photosynthetic complexes were validated by qRT-PCR (**Supplementary Figure S5**).

### Transcription and Translation of Key Metabolic Pathways

The transcriptional and translational profiles of enzymes involved in redox reactions and in central carbon metabolism, including the Calvin–Benson cycle, carbohydrate metabolism, glycolysis and the TCA cycle, were compared between the lines at both *t* = 0 h and *t* = 8 h (**Supplementary Tables S12**–**S15**).

We postulated that the mitochondria of OE line produce more ATP at the end of the night, which affects the transcription and translation profiles of plant cells. At the end of the dark period, the transcription of four genes involved in the Calvin–Benson cycle were up-regulated (one FBPase, one aldolase, one rubisco activase, and one transaldolase) and one was down-regulated (ribose-5-phosphate isomerase) in the OE line, whereas the abundances of three proteins [a fructose-bisphosphate (FBP) aldolase, a phosphoglycerate kinase, and a triose-phosphate isomerase] were decreased in the OE line (**Supplementary Table S12**). 

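Of 38 transcripts of Table S12, 5 were up-regulated and 1 was suppressed more than 1.5-fold in the OE line at t = 0 h (FDR of at most 0.001, Audic-Claverie exact test; WT from the files, OE from the paper, no replicates). The FBPase AT5G64380.1 (chromosome 5 of TAIR10.1, 25741238 to 25743198) had 687 WT reads, or 11.4 RPKM, against the paper's 17.2 RPKM, a log2 ratio of 0.59 (FDR = 4.4e-16, exact test). The aldolase gene FBA1 (AT2G21330, chromosome 2, 9128122 to 9130619) had 2 isoforms above the limit, with log2 ratios of 0.63 for AT2G21330.1 and 0.92 for AT2G21330.2. The rubisco activase transcript AT2G39730.2 (chromosome 2, 16570746 to 16573692) had 148 RPKM in WT and the paper's 237 RPKM, a log2 ratio of 0.68. The transketolase AT2G45290.1 (chromosome 2, 18672497 to 18676484) had 260 WT reads and a ratio of 1.59, and the transaldolase AT5G13420.1 (chromosome 5, 4301792 to 4304315) had 1805 WT reads and a ratio of 1.44. The suppressed transcript was the ribose-5-phosphate isomerase AT1G71100.1 (chromosome 1, 26814260 to 26815922), with 176 WT reads and a log2 ratio of -0.88 (FDR = 2.7e-06, exact test). None of these passed an FDR of 0.05 in the negative binomial exact test with an assumed biological coefficient of variation of 0.2, where AT1G71100.1 had 0.58. Centred on the Table S3 median, AT5G64380.1, AT2G21330.1, AT2G39730.2 and AT2G45290.1 had log2 ratios of 0.44, 0.48, 0.52 and 0.52, all below 1.5-fold. AT2G21330.2 and AT1G71100.1 stayed beyond it, at 0.77 and -1.03.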

In carbohydrate metabolism, the transcript and protein abundances of several enzymes involved in starch metabolism, including -amylase, starch synthase, starch branching enzyme, and cytosolic starch phosphorylase were altered in the OE line (**Supplementary Table S13**), which suggests the energy status of plant affects starch metabolism significantly. 

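In Table S13, 6 of 55 transcripts were up-regulated and 6 suppressed more than 1.5-fold in the OE line at t = 0 h (FDR of at most 0.001, Audic-Claverie exact test, OE values from the paper). The alpha-amylase AMY3 (AT1G69830.1, chromosome 1 of TAIR10.1, 26288228 to 26293173) had 169 WT reads, or 1.41 RPKM (no replicates), against the paper's 12.3 RPKM, a log2 ratio of 3.12 (FDR = 9.2e-254, exact test). The starch synthase GBSS1 (AT1G32900.1, chromosome 1, 11920390 to 11923866) had 86.8 RPKM in WT and the paper's 143 RPKM, a log2 ratio of 0.72. The starch branching enzymes SBE2.1 (AT2G36390.1) and SBE2.2 (AT5G03650.1) had log2 ratios of 0.43 and 0.03, from 1480 and 1610 WT reads. The cytosolic starch phosphorylase PHS2 (AT3G46970.1, chromosome 3, 17301394 to 17306633) had 11.8 RPKM in WT and the paper's 7.37 RPKM, a log2 ratio of -0.68 (FDR = 7.4e-28, exact test). Centring on the Table S3 median turned the ratio of SBE2.2 to -0.12 and left AMY3 at 2.97. The centred log2 ratio of GBSS1 was 0.57, below 1.5-fold, and that of PHS2 was -0.83. In the negative binomial exact test with an assumed biological coefficient of variation of 0.2, AMY3 had an FDR of 1.5e-09, GBSS1 of 0.76 and PHS2 of 0.85. From the altered starch enzymes, the paper proposes that the energy status of the plant affects starch metabolism.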

In glycolysis, the transcription of almost all genes was unaltered between the lines, except for the downregulation of *PFK3* mRNA. 

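Among 36 glycolysis transcripts of Table S14 at t = 0 h, none was up-regulated and 1 was suppressed more than 1.5-fold in the OE line (FDR of at most 0.001, Audic-Claverie exact test). It was PFK3 (AT4G26270.1, chromosome 4 of TAIR10.1, 13300778 to 13304440), with 210 WT reads, or 2.49 RPKM in the file (no replicates), against the paper's 1.63 RPKM in the OE line, a log2 ratio of -0.61 (FDR = 2.3e-04, exact test). The log2 ratios of the 36 transcripts ran from -0.93 to 0.54, and their WT read numbers from 4 to 75960. The ratio of PFK3 was -0.76 when centred on the Table S3 median, and its FDR was 1 in the negative binomial exact test with an assumed biological coefficient of variation of 0.2.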

Regarding proteins, the abundances of four enzymes were decreased in the OE line at *t* = 0, including a phosphofructokinase (PFK), a phosphohexose isomerase, a PK, and a triosephosphate isomerase (TPI) (**Supplementary Table S14**). In the TCA cycle, while only two genes were down-regulated in the OE line at transcriptional level, the protein abundances of an oxoglutarate dehydrogenase and a component of the succinate dehydrogenase (SDH) complex were increased. 

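For the TCA cycle, 28 of 33 transcripts in Table S15 were compared, because the WT values of the other 5 rows differ from the files in their order. At t = 0 h, none of the 28 was up-regulated and 3 were suppressed more than 1.5-fold in the OE line, of which 2 passed a fold change of 2 (FDR of at most 0.001, Audic-Claverie exact test, no replicates). The cytosolic isocitrate dehydrogenase ICDH (AT1G65930.1, chromosome 1 of TAIR10.1, 24538886 to 24542712) had 11022 WT reads, or 160 RPKM, against the paper's 46.9 RPKM, a log2 ratio of -1.77. IDH2 (AT2G17130.1, chromosome 2, 7460814 to 7462607) had 39 WT reads, or 0.67 RPKM, against the paper's 0.23 RPKM, a log2 ratio of -1.52 (FDR = 8.9e-04, exact test). The remaining transcript was AT4G26910.2. IDH2 was the most sensitive to low values, with a log2 ratio of -0.44 after a pseudocount of 1 RPKM was added.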

The protein abundances of a citrate synthase (CS), an aconitase (ACO), and a furmarase (FUM) were decreased in the OE line (**Supplementary Table S15**). 

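For 25 genes of Table S16 with a protein ratio and reads in both lines, the sizes of the OE/WT transcript and protein ratios were compared as absolute log2 values (a comparison chosen after the files had arrived). Transcript ratios used WT values from the files and the paper's OE values, and the protein ratios are the paper's. At t = 0 h, the mean absolute log2 ratio was 0.346 for transcripts and 0.540 for proteins, and it was larger for the transcript in 8 of 25 genes (sign-flip permutation test across genes, p = 0.051). At t = 8 h, the means were 0.310 and 0.608, with the transcript larger in 6 of 25 genes (permutation test, p = 0.0068). A ratio of more than 1.5-fold in either direction was seen for 3 transcripts and 8 proteins at t = 0 h and for 4 transcripts and 11 proteins at t = 8 h. Over all 39 transcripts of Table S16, 5 were up-regulated and 3 suppressed more than 1.5-fold at t = 0 h (FDR of at most 0.001, Audic-Claverie exact test). AT2G35010.1, with 16 and 21 WT reads at t = 0 and 8 h and no OE reads, was left out of these means. Added with 0.001 RPKM in the OE line, it had log2 ratios of -8.70 and -9.03 and turned the means to 0.668 for transcripts and 0.567 for proteins at t = 0 h (permutation test, p = 0.97) and 0.646 and 0.593 at t = 8 h (permutation test, p = 0.997), a setting chosen after seeing the data.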

For enzymes involved in redox reactions, there were larger differences between OE line and WT at the mRNA level compared to the protein level (**Supplementary Table S16**).

In the middle of the day (*t* = 8 h), when the output of carbon and energy from OE chloroplasts is higher (Sun et al., 2012), the transcript levels of the genes in the Calvin–Benson cycle were similar in OE line and WT with the exception of two genes down-regulated in the OE line. 

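None of the 38 transcripts of Table S12 was up-regulated at t = 8 h, and 2 were suppressed more than 1.5-fold in the OE line (FDR of at most 0.001, Audic-Claverie exact test; OE values from the paper, no replicates). The FBPase AT3G54050.1 (HCEF1, chromosome 3 of TAIR10.1, 20016837 to 20018822) had 732 WT reads, or 11.2 RPKM, against the paper's 5.06 RPKM, a log2 ratio of -1.15 (FDR = 9.4e-35, exact test). The ribose-5-phosphate isomerase AT1G71100.1 had 178 WT reads, or 4.07 RPKM, against the paper's 2.48 RPKM, a log2 ratio of -0.71 (FDR = 8.6e-05, exact test). The median log2 ratio of all 38 was -0.063, and the lowest and highest were -1.15 and 0.57. Centring on the Table S3 median moved the median to 0.020.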

However, the protein abundances of sedoheptulose bisphosphatase (SBP) and two glyceraldehyde 3-phosphate dehydrogenase subunits (GADPH-A2 and GADPH-B) were significantly higher in the OE line, which could contribute to a higher rate of carbon assimilation (**Supplementary Table S12**). In carbohydrate metabolism, many enzymes involved in starch, sucrose and cell wall metabolism had higher protein abundances in the OE line (**Supplementary Table S13**). For glycolysis, there was almost no change at the transcriptional level, but five enzymes had lower abundances in the OE line (**Supplementary Table S14**). 

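Of the 36 glycolysis transcripts of Table S14, 1 changed more than 1.5-fold at t = 8 h (FDR of at most 0.001, Audic-Claverie exact test, no replicates). This transcript, the pyruvate kinase AT3G49160.1 (chromosome 3 of TAIR10.1, 18221794 to 18224905), had 309 WT reads, or 3.00 RPKM in the file, against the paper's 0.65 RPKM in the OE line, a log2 ratio of -2.20 (FDR = 2.1e-37, exact test). The median log2 ratio of the 36 transcripts was -0.021, and 17 of them lay above WT. A pseudocount of 1 RPKM brought the log2 ratio of AT3G49160.1 to -1.27, while its FDR in the negative binomial exact test with an assumed biological coefficient of variation of 0.2 was 1.7e-04.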

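Only 1 of the 28 transcripts of Table S15 that could be compared was suppressed more than 1.5-fold in the OE line at t = 8 h and none was up-regulated (FDR of at most 0.001, Audic-Claverie exact test). It was the cytosolic isocitrate dehydrogenase ICDH (AT1G65930.1, chromosome 1 of TAIR10.1, 24538886 to 24542712), with 2911 WT reads, or 40.6 RPKM (no replicates), against the paper's 10.8 RPKM, a log2 ratio of -1.91 (FDR = 1.1e-285, exact test). IDH1 (AT4G35260.1, chromosome 4, 16774142 to 16776371) had 1646 WT reads, or 26.2 RPKM, against the paper's 30.9 RPKM, a log2 ratio of 0.24. IDH-V (AT5G03290.1) and IDH-VI (AT3G09810.1) had log2 ratios of 0.31 and -0.40. Under the negative binomial exact test with an assumed biological coefficient of variation of 0.2, the FDR was 4.3e-04 for AT1G65930.1 and 1 for IDH1.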

In the TCA cycle, no significant difference in protein abundances was found between OE line and WT, and only one gene (isocitrate dehydrogenase 1) was down-regulated in the OE line (*P* < 0.05; **Supplementary Table S15**). 

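The transcript AT4G14890.1 (chromosome 4 of TAIR10.1, 8520819 to 8521506), which Table S16 lists as FdC1 and Table S11 as FdC2, is annotated as FdC1 in TAIR10.1. It had 1781, 2132 and 2533 WT reads at t = 0, 1 and 8 h, or 70.4, 79.2 and 96.3 RPKM (no replicates), against the paper's OE values of 49.7, 47.3 and 53.0 RPKM. The log2 ratios were -0.50, -0.75 and -0.86 (FDR = 3.0e-20, 3.8e-47 and 6.0e-74, Audic-Claverie exact test). The paper's protein ratio for this gene is 1.075 at t = 0 h and 1.84 at t = 8 h, from 4 peptides. The other gene, AT1G32550.1 (chromosome 1, 11771621 to 11774294), had 1224 WT reads at t = 8 h and a log2 ratio of -0.09 (FDR = 0.18, exact test), without a protein ratio in the paper. Centring on the Table S3 median put AT4G14890.1 at -0.78 at t = 8 h, and in the negative binomial exact test with an assumed biological coefficient of variation of 0.2 its FDR was 0.57.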

For redox proteins, the protein level of FdC1 was higher, but its mRNA level was lower in OE line at *t* = 8 h (**Supplementary Table S16**). The lack of correlation between mRNA and protein levels suggests that enzymes in central carbon metabolism are dominated by post-transcriptional regulation.

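Across 104 of 106 genes of Tables S12–S15 with a protein ratio in the paper, those with reads in both lines, the OE/WT transcript ratio (WT from the files, OE from the paper) and the protein ratio had a Spearman rho of 0.104 at t = 0 h (permutation p = 0.29, adjusted p = 0.59 for 2 time points). At t = 8 h, rho was -0.042 (permutation p = 0.67, adjusted p = 0.67). The correlation runs across genes within 1 sample per line and time point, and genes are not independent replicates. Pearson's r of the log2 ratios was 0.236 at t = 0 h (permutation p = 0.017) and -0.082 at t = 8 h (permutation p = 0.40), so that the choice of coefficient moved the value at t = 0 h most. With at least 5 peptides per protein, 86 genes remained and rho was 0.079 and -0.016. From the low correlation, the paper proposes that post-transcriptional regulation dominates in central carbon metabolism.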

### The Transcription and Translation of the Respiratory Chain

In the respiratory electron transport chain in mitochondria, differential regulation of mRNA transcription was observed between the two lines at all three time points (**Supplementary Table S17**). 

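In Table S17, 109 nuclear-encoded transcripts of the respiratory electron transport chain were compared between the paper's OE values and the WT files (no replicates). More than 1.5-fold up-regulation and suppression (FDR of at most 0.001, Audic-Claverie exact test) were found for 2 and 7 transcripts at t = 0 h, for 1 and 7 at t = 1 h and for 1 and 11 at t = 8 h. Above a fold change of 2, 0 transcripts were up-regulated at any time point, and 3, 3 and 5 were suppressed. The WT read numbers ranged from 30 to 6752 at t = 0 h. The median log2 ratios of the 109 transcripts were 0.049, -0.003 and -0.121, and against the other transcripts of Table S3 the permutation tests gave p = 0.22, 0.90 and 0.38. When a biological coefficient of variation of 0.2 was assumed in a negative binomial exact test, 0, 2 and 1 of the 109 transcripts had an FDR of at most 0.05.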

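GRIM-19 (AT2G33220.1, chromosome 2 of TAIR10.1, 14078850 to 14080743) had 896, 1020 and 1163 WT reads at t = 0, 1 and 8 h, or 28.3, 30.2 and 35.3 RPKM (no replicates). The paper's OE values are 11.9, 11.7 and 11.2 RPKM, and the log2 ratios were -1.25, -1.37 and -1.65 (FDR = 4.4e-47, 3.0e-61 and 2.6e-94, Audic-Claverie exact test). Ndufs4 (AT5G67590.1, chromosome 5, 26957915 to 26959557) had 49.1, 42.7 and 46.7 RPKM in WT and the paper's 23.7, 23.5 and 26.6 RPKM, log2 ratios of -1.05, -0.86 and -0.81. The 6 kDa peptide of the F0 complex (AT3G46430.1, chromosome 3, 17087538 to 17088753) had 57.2, 56.2 and 51.7 RPKM in WT and the paper's 37.3, 33.0 and 23.2 RPKM, log2 ratios of -0.62, -0.77 and -1.15. The negative binomial exact test with an assumed biological coefficient of variation of 0.2 changed the outcome most, with an FDR of 0.0048 for GRIM-19, 0.72 for Ndufs4 and 0.14 for AT3G46430.1 at t = 8 h. The mitochondrial transcript ATP6-2 was not in the files analysed here.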

The transcription of *GRIM-19* (Complex I component, involved in photorespiration), *Ndufs4* (Complex I) (Meyer et al., 2009), a 6 kDa peptide of F_0_ complex (At3g46430, Complex V) (Moghadam et al., 2012), and *ATP6-2* (Complex V) were consistently down-regulated in the OE line at all three time points. It should be noted that the transcription of *ATP6-2* in the WT were 131–141 RPKM but its level dropped to zero in the OE line in all three time points. By contrast, the transcription of *nad9*, *coxI* were consistently upregulated in the OE line at all three time points. For proteomics data, the protein abundances of NDC1 of alternative pathway, two subunits of Complex I (NAD2 and At2g20360), SDH2-2 of Complex II were higher in the OE line at *t* = 0 h. At the same time, the protein abundances of SDH5, a component of Complex III (MPPBETA), two subunits of ATP synthase (ATP1 and ATP5) were lower in the OE line. At *t* = 8 h, only the protein abundance of NDC1 was higher and that of two subunits of Complex I (24 kDa subunit and Ndufs4) and ATP5, were lower in the OE line (**Supplementary Table S17**).

### Impacts of AtPAP2 OE on Leaf Metabolite Levels

Metabolomics analysis showed that the OE line contained significantly higher level of sugars (**Figure 5**). The OE line contained significantly higher lyxose, fructose and glucose at *t* = 1 h, and significantly higher fructose, glucose and sucrose at *t* = 8 h. This finding is consistent with the findings of higher CO_2_ assimilation rates in transgenic *Camalina sativa* (Zhang et al., 2012) and potato overexpressing AtPAP2 (Zhang et al., 2014). After 8 h of darkness (*t* = 0 h), the OE line still contained significantly higher sucrose content but a lower level of fructose compared to WT. For metabolites in the TCA cycle, succinate was significantly lower in the OE line at *t* = 0 and fumarate was significantly higher in the OE line at *t* = 8 h.

**FIGURE 5:**
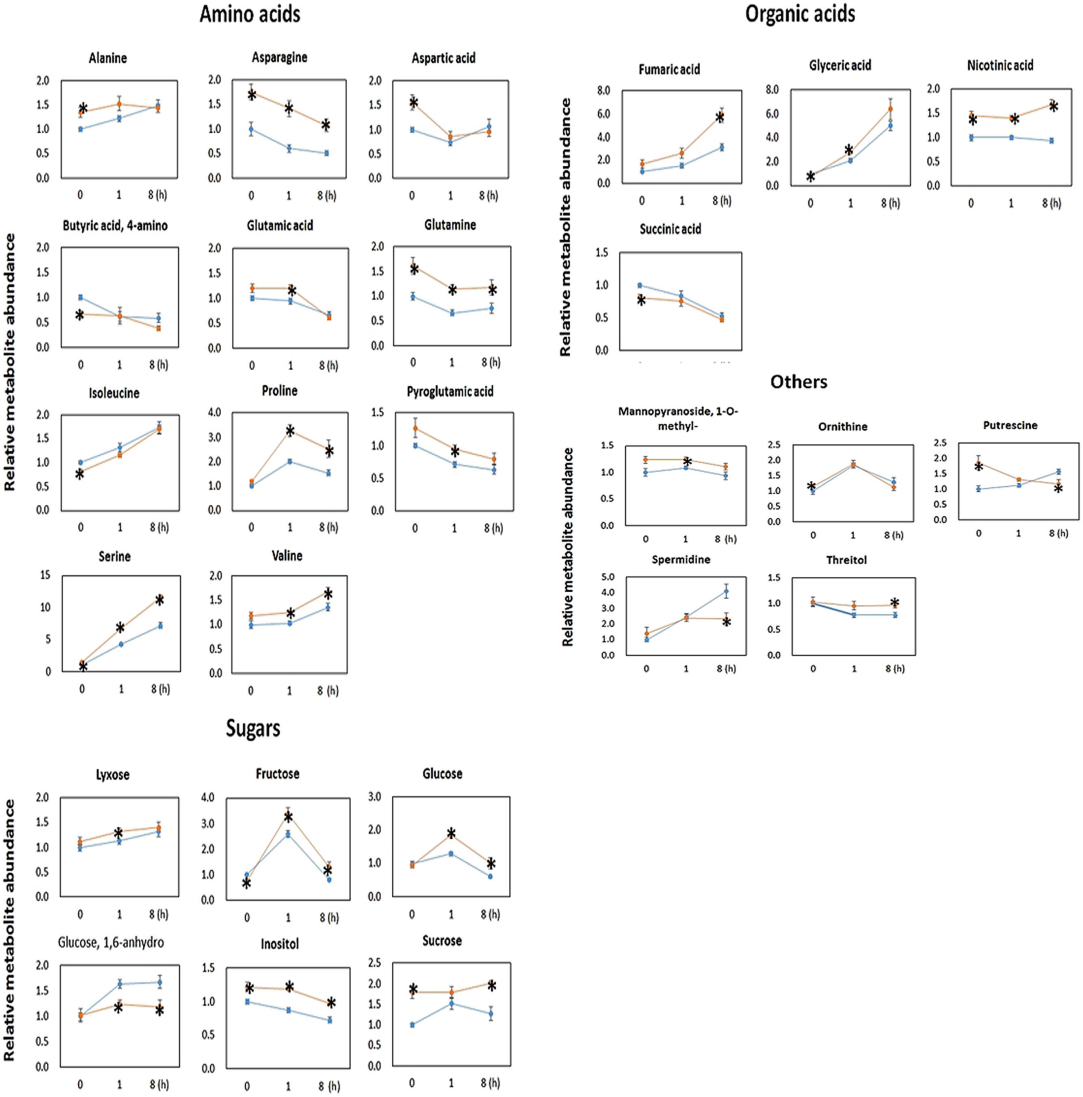
**Metabolomic data of 20-days-old *Arabidopsis* leaves collected at *t* = 0, 1, and 8 h after illumination.** Metabolites were measured through gas chromatography–mass spectrometry (GC–MS). The GC–MS data are normalized with the values obtained for ribitol (internal standard) and the FW used for the extraction (∼50 mg). Data are normalized to the mean response calculated for *t* = 0 h of WT. Values are presented as the mean ± SE of six biological determinations. Asterisks indicates values significantly different in OE line (orange) compared with WT line (blue) at each time point (*t* = 0, 1, and 8 h), respectively, as calculated by *t*-test (increase and decrease) with *P*-value < 0.05.

The OE line contained significantly higher level of Asn, Gln, Ser, nicotinic acid, and inositol than WT at all three time points. In addition to Asn, Gln, and Ser, the levels of the following amino acids were significantly higher in the OE lines than WT at *t* = 0 h (Ala and Asp), *t* = 1 h (Glu, Pro, Val, and Pyroglutamic acid) and *t* = 8 h (Pro and Val) (**Figure 5**). From all investigated amino acids, only the levels of Ile and 4-aminobutyric acid (GABA) were significantly lower in the OE line at *t* = 0 h.

## Discussion

Consistent with this study, there are a wide range of observations that adenylates play a central role in the regulation of plant physiology (Geigenberger et al., 2010). Indeed, it is widely recognized that plants have different energy homeostasis than microbes and mammals (Saglio et al., 1983) as well as more complex compartmentation, which requires a more extensive transport system for adenylates (Haferkamp et al., 2011). Elevating the levels of adenylates via supply of adenine to potato tubers or adenosine to castor bean endosperm resulted in increases in starch biosynthesis and respiration and a general increase in anabolism, respectively (Loef et al., 2001; Florchinger et al., 2006). Similarly elevating the levels of adenylates by the repression of the plastidial adenylate kinase resulted in elevated starch biosynthesis in potato and enhanced growth in both potato and *Arabidopsis* (Regierer et al., 2002; Carrari et al., 2005). By contrast, a decrease in the adenylate energy state either by mutation of complex I of the respiratory chain in *Arabidopsis* resulted in suppression of germination and growth, and alteration in organic and amino acids (Meyer et al., 2009) whilst OE of apyrase led to a strong inhibition of starch biosynthesis, significant differences in the rate of respiration as well as considerable changes in gene expression (Riewe et al., 2008).

Despite considerable research effort, few comprehensive systems-based approaches have been performed to evaluate the effect of altered adenylate pools in plants. OE of AtPAP2 results in an elevated ATP content under both dark and illuminated conditions, which accounts for the OE plants high-energy status. AtPAP2 is dually targeted to the outer membranes of chloroplasts and mitochondria (Sun et al., 2012; Zhang et al., 2012). AtPAP2 selectively interacts with some components of the photosystems and plays a role in their import into chloroplasts (Zhang et al., unpublished data). It also interacts with a number of Multiple Organellar RNA Editing Factors (MORFs) and modulates the import of MORF3 into mitochondria (Law et al., 2015). OE of AtPAP2 results in a change in the photosystem composition and thylakoid architecture, which could lead to a higher photosynthetic efficiency and sucrose supply in the OE line (Zhang et al., unpublished data). OE of AtPAP2 solely in mitochondria resulted in early senescence and low seed yield (Law et al., 2015). These phenotypes showed that AtPAP2 can alter the physiology of these two organelles by modulating protein import. Hence, when we interpret the proteomics data of these two organelles, cautions should be taken as the increases in protein abundances of some nuclear-encoded proteins could be directly due to the role of AtPAP2 in protein import. By contrast, the changes in transcription and translation of these two organellar genomes are not directly linked to protein import, and a comparison of the OE line and WT at the end of the night reflects the impact of higher ATP output from mitochondria on chloroplasts and plant physiology. Also, comparison of the OE line and WT following illumination reflects the impact of higher energy output from chloroplasts on mitochondria and plant physiology.

Illuminated leaves of the OE line have higher ATP levels as well as a higher ATP/NADPH ratios than WT at all three time points (**Figure 1**). There are two major sources of ATP in plant cells: (i) linear electron flow (LEF) and cyclic electron flow (CEF) in chloroplast under light; (ii) the catabolism of assimilated carbon via glycolysis in the cytosol and the chloroplast, and quantitatively more importantly, by the TCA cycle and the respiratory electron transport chain in the mitochondria (Cheung et al., 2014). Carbon compounds used to generate ATP at night are produced from CO_2_ fixation in chloroplast during the day, so ultimately the high-energy status of the OE line must be resulted from a higher photosynthetic efficiency. Under illuminated conditions, ATP can be produced by LEF and CEF in the chloroplast (DalCorso et al., 2008) or from the mitochondrial electron transport chain (Bailleul et al., 2015). We cannot exclude the possibility that AtPAP2 OE enhances ATP production from both organelles through cooperation. A recent study on diatoms showed that the mitochondrial electron transport chain could consume excess reductants channeled from chloroplasts to produce ATP, which in turn could be used for carbon fixation in the chloroplasts (Bailleul et al., 2015).

Pulse amplitude modulation (PAM) measurement under normal growth conditions revealed that LEF and NPQ are higher in the OE line than WT (Zhang et al., unpublished data). Higher CEF in the OE line is indirectly supported by evidence of higher NPQ, which is mainly triggered by thylakoid lumen acidification (Munekage et al., 2002). NPQ is believed to be arisen from CEF because the ΔpH that is generated from LEF is rapidly consumed by the Calvin Cycle (Heber and Walker, 1992; Joliot and Finazzi, 2010). Two pathways of CEF around PSI have been postulated: a PGRL1-dependent route (wherein electrons flow from PSI to Fd to PGRL1 to Cytb6f/PQ to PETE and finally to PSI) and a NDH-dependent pathway (wherein electrons flow from PSI to Fd to FNR to NADPH to the NDH complex to Cytb6f/PQ to PETE and finally to PSI; Peng and Shikanai, 2011; Hertle et al., 2013). Yeast 2-hybrid and BiFC experiments showed that AtPAP2 interacts with PsaE2, FTRA2, FTRB, PQL1, and PQL3; but not with PsaE1, Leaf FNR, LHCA1, LHCB3, LHCB5, PsbQ1, PsbQ2, and PQL2 proteins (Zhang et al., unpublished data). Recent studies have revealed that PQL3 is also required for NDH activity (Yabuta et al., 2010) and that PQL1 is required for the stabilization of the NDH complex (Suorsa et al., 2010). Our proteomics data shows that some components in CEF pathways are altered at 8 h following the onset of illumination (**Figure 4**). The abundances of PsaE2, PGRL1, and FdC2 were increased (*P* < 0.05) in the OE line. By contrast, some proteins in PSII including (PsbC, PsbD, PsbE, PsbF, PsbS, and PsbQ1) were decreased (*P* < 0.05), which implies a shift in electron flow from LEF to CEF. This may be one of the possibilities that contribute to a lower NADPH level in the OE line eight hours following the onset of illumination (**Figure 1**). Another possibility is that the mitochondria in the OE line might be more active in consuming reducing power from chloroplasts and produce extra ATP under illumination (Bailleul et al., 2015).

Flux-balance analysis predicted that chloroplast and mitochondrial ATP synthases contribute 82 and 18% of ATP synthesis during the light condition, respectively, and the contribution of mitochondrial ATP synthesis decreases as light intensity increases (Cheung et al., 2014). Under illumination, chloroplasts export 3C compounds to cytosol, which are mainly consumed for sucrose synthesis. If there is a high ATP generation in the chloroplasts and the mitochondria of the illuminated leaf, the increase in ATP content in the OE line would be anticipated to result in a higher rate of carbon fixation and sucrose synthesis, which is supported by the higher sucrose phosphate synthase (SPS) activity in the OE line (Zhang et al., 2012). This in turn could lead to faster growth rate and higher biomass accumulation in the OE line. The extra sucrose allows the OE line to have more sugars at night (*t* = 0 h) for ATP production. In the dark, photosynthesis ceases and there is little ATP production from the chloroplast compared to the mitochondria. The higher ATP level in the OE line may be produced from mitochondria where extra sucrose can be used to generate more ATP via sucrolysis and mitochondrial respiration. Therefore, by comparing the transcriptome and proteome of OE line with that of WT at the end of night (*t* = 0 h), when ATP production from chloroplast is negligible, our study provides valuable information on the impact of high ATP output from mitochondria on global transcriptome and proteome of *Arabidopsis* leaf in the dark. It should be noted that the concentrations of Gln and Asn were higher in the OE line than the WT at all three time points, reflecting previous observations that when there is an ample supply of carbon, assimilation of nitrogen is also enhanced (Lawlor, 2002).

Comparing the transcriptome and proteome of the OE line and WT both at the end of the night and eight hours after the onset of illumination, we observed that the correlation between the levels of mRNA expression and protein abundance was low, suggesting that post-transcriptional regulation plays an important role in plants. This is similar to the findings in yeast and mammalian cells (Beyer et al., 2004; Tian et al., 2004), and is consistent with previous observations made in plants (Fernie and Stitt, 2012), particularly with respect to transcripts of the organellar genomes (Kahlau and Bock, 2008). Given that proteins are more closely related to biological function, we focus our discussion here on the relationship between proteome and metabolome. We should also bear in mind that the activities of certain central metabolic enzymes are not always correlated with their protein abundances nor their transcript levels but are rather related to factors of enzyme kinetics (Obata et al., 2011) with many key metabolic enzymes being regulated post-translationally, such as by allosteric regulations (by for instance ATP, ADP, citrate), by protein phosphorylation or lysine acetylation (Finkemeier et al., 2011) or by reassembly of protein complexes (Obata et al., 2011).

The comparison between the metabolome of the OE line and WT plants eight hours after the onset of illumination (**Figure 6**) revealed that the OE line has higher ATP and sucrose contents. These high energy molecules should ultimately be derived from a higher rate of photosynthesis and carbon fixation in the chloroplasts during the day. This is supported by the proteomics data which showed that the amount of photosystem PsaE2, proton gradient regulation 1 (PGRL1), and ferredoxin C2 (FdC2) proteins of the photosynthetic complexes, and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and SBP of the Calvin–Benson cycle were up-regulated in OE line in the middle of day. The higher carbon supply from chloroplasts thus provides abundant substrates for sucrose synthesis. Our previously reported enzyme activity studies revealed that the OE line exhibited higher SPS activities than the WT (Zhang et al., 2012), whilst higher sucrose production would be anticipated to promote growth activities such as protein and cell wall syntheses. In *Arabidopsis*, the chloroplast protein synthesis rate is threefold higher in the light than in the dark (Ishihara et al., 2015) whilst the sucrose level has been shown to correlate with polysome loading (Pal et al., 2013). The OE line studied here contain higher sucrose levels in both light and dark conditions so we anticipate that protein synthesis rates are higher than the WT in both conditions. Our proteomics data showed that the protein abundances of seven and nine chloroplast ribosomal proteins were higher in the OE line than WT under both light and dark conditions (**Supplementary Table S2**). In addition, the transcript abundances of chloroplast ribosomal 23S and 16S RNA are both twofold higher in the OE line than in the WT at *t* = 8h. These data support a higher protein synthesis rate in the OE chloroplast in both day and night times.

**FIGURE 6:**
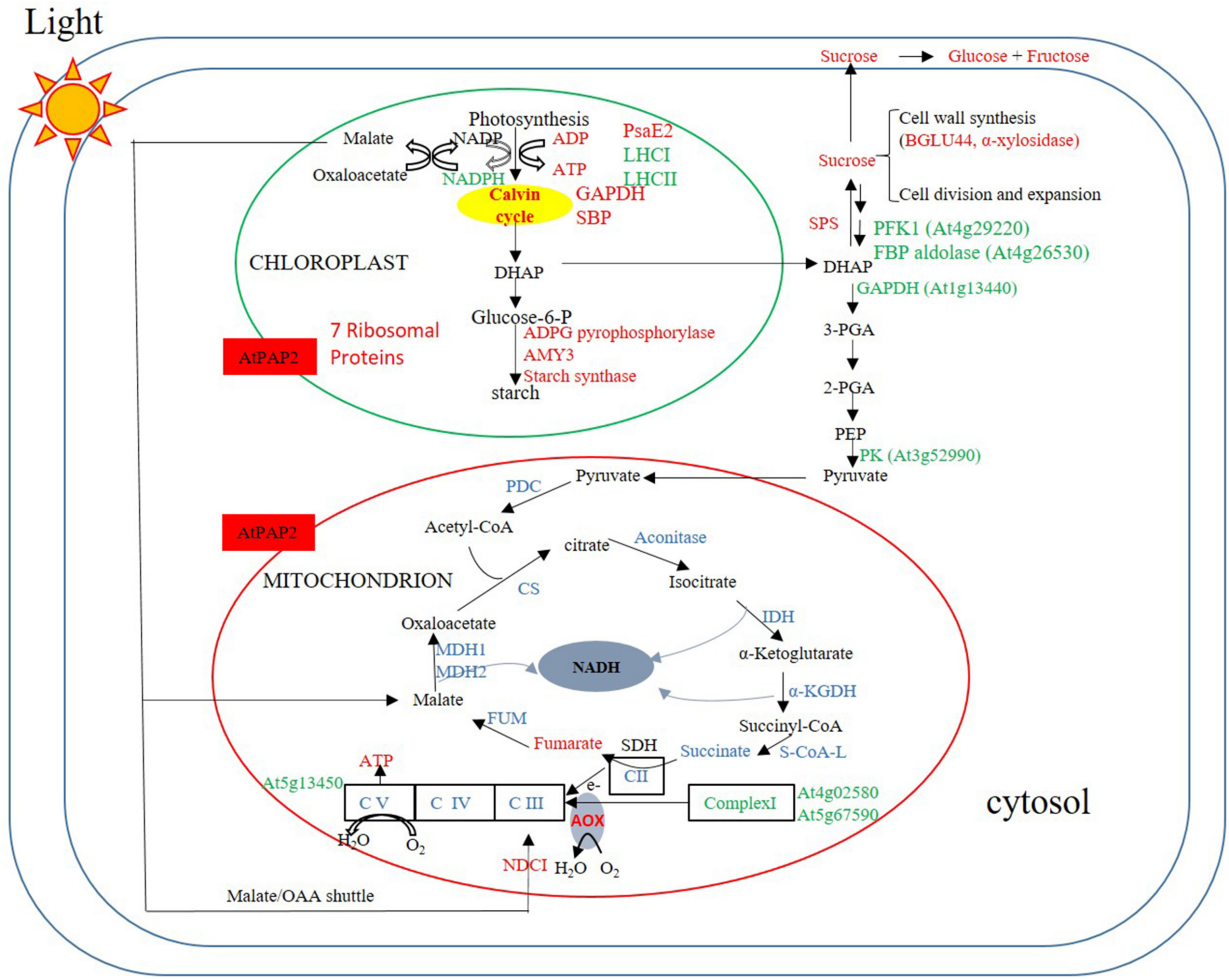
**Summary of protein and metabolites data at *t* = 8 h.** Up-regulated proteins and metabolites in the OE line (vs WT) are indicated in red and down-regulated proteins and metabolites are indicated in green color. Undetected proteins and metabolites are indicated in black color. Proteins and metabolites without significant changes are shown in blue color. Under illumination, the abundances of some enzymes in the Calvin–Benson cycle, starch synthesis and sucrose synthesis were higher in the OE line, whereas the abundances of some enzymes in the glycolysis pathway and TCA cycle were lower or unaltered in the OE line. Regarding the respiratory complexes, some Complex I subunits exhibited lower protein abundances, but that of Complex II–V were generally unaltered.

In an illuminated leaf, the photosynthetic light reaction is the major source of ATP, and other ATP producing processes such as glycolysis and the TCA cycle are inhibited. Consistent with this we observed a significantly lower protein levels for several glycolytic enzymes including PFK1, a FBP aldolase, a cytosolic glyceraldehyde 3-phosphate dehydrogenase (GAPDH), and a PK in the OE line following 8 h of illumination. No enzymes of the TCA cycle and proteins of Complexes II, III, and IV had their protein abundances down-regulated, whereas the protein abundances of two components, the 24 kDa subunit and the 18 kDa subunits of Complex I (Peng et al., 2011) and the delta subunit of ATP synthase (Geisler et al., 2012) were down-regulated (**Supplementary Table S17**). NAD(P)H dehydrogenase C1 (NDC1) of the alternative electron transport pathway was the only mitochondrial protein that was up-regulated in the OE line. While the alternative pathway reduces the yield of ATP production from the oxidation of NADH (Rasmusson et al., 2008), the external NDC1 might readily convert the excess reducing power exported from chloroplasts to ATP molecules through Complexes III, IV, and V of the respiratory chain (**Figure 6**).

At the end of the night, when there is no photosynthesis, mitochondrion is the main organelle for ATP production. The OE line contained higher ATP and sucrose contents than WT. Comparing the protein abundance between OE and WT at the end of the night (**Figure 7**) revealed that two enzymes in the Calvin–Benson cycle, FBP aldoase and phosphoribulokinase (PRK), were lower, while the alpha-amylase-like (AMY3) starch degrading enzyme was higher in the OE line. For enzymes in the glycolytic pathway, the protein abundances of a PFK, a PK and a TPI were lower in the OE line. Compared to 8 h after illumination where none of the enzymes of the TCA cycle displayed significantly different protein abundances between OE line and WT, the protein abundances of CS, ACO3, and FUM2 were significantly decreased, whereas the protein abundances of SDH 2-2 and α-ketoglutarate dehydrogenase were increased in the OE line at the end of the night (**Supplementary Table S15**). Metabolome studies revealed that the level of succinate was significantly lower in the OE line, but the level of fumarate was higher (**Figure 5**), suggesting that the activity of the SDH (Complex II) might be higher in the OE line at the end of the night. Regarding the respiratory electron transport chain, the protein abundances of the 51 kDa protein of Complex I, SDH2-2 of Complex II, and NDC1 of the alternative respiratory pathway were higher, whereas NAD9 of Complex I, SDH5 of Complex II, and metalloendopeptidase of Complex III were lower in OE line at the end of the night. Two protein components of the mitochondrial ATP synthase, subunit 1 and the delta subunit (Geisler et al., 2012), were both decreaed (**Figure 7**). These changes in protein abundance revealed that the ATP production capacity of mitochondria is likely subject to complex regulation.

**FIGURE 7:**
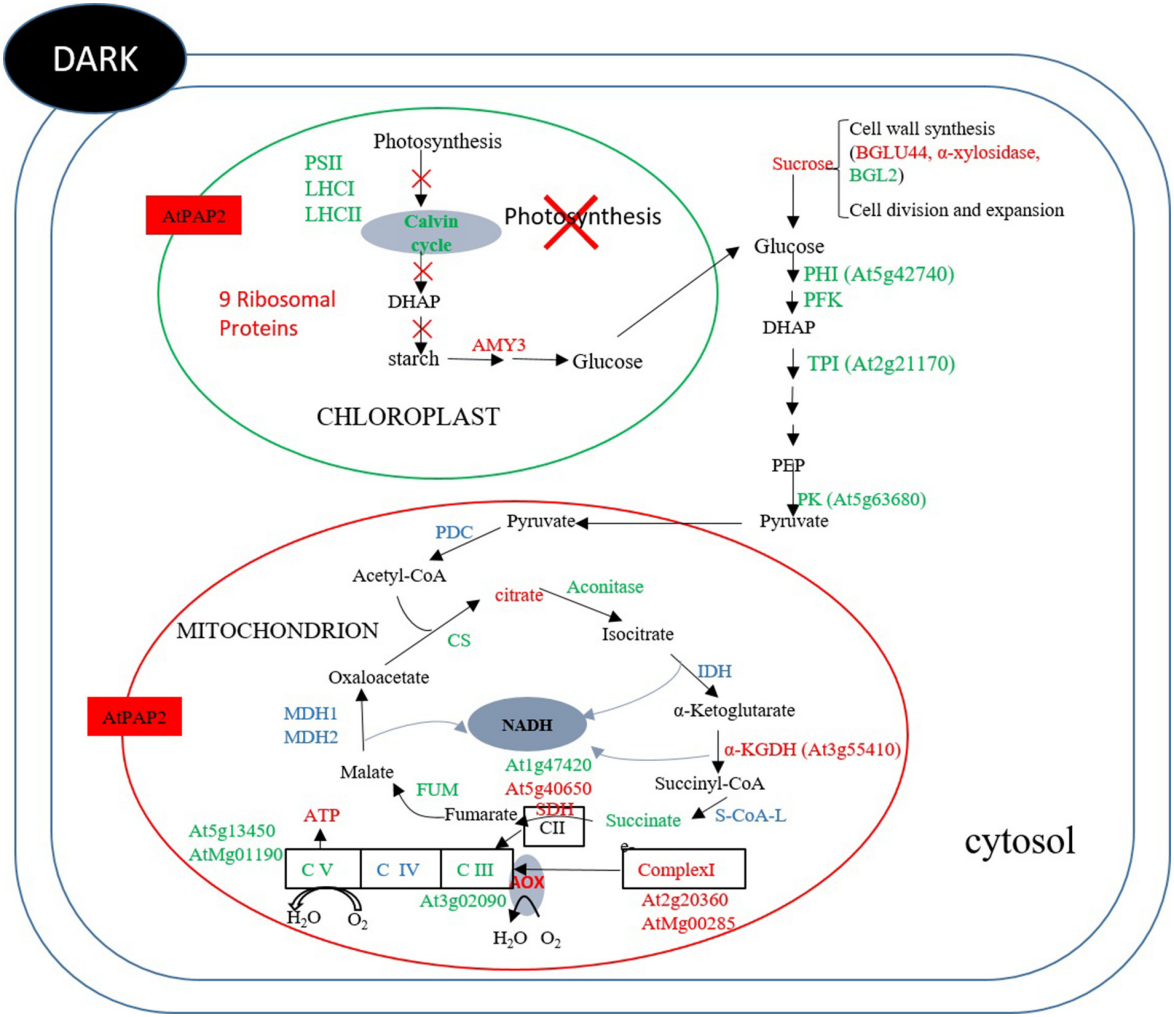
**Summary of protein and metabolites data at *t* = 0 h.** Up-regulated proteins and metabolites in the OE line (vs WT) are indicated in red and down-regulated proteins and metabolites are indicated in green color. Undetected proteins and metabolites are indicated in black color. Proteins and metabolites without significant changes are shown in blue color. In dark, the abundances of some enzymes in the Calvin–Benson cycle, starch synthesis and glycolysis were lower in the OE line, whereas the abundance of alpha-amylase for starch breakdown was higher in the OE line. Regarding TCA enzymes and respiratory complexes of mitochondria, the protein abundances of some enzymes and subunits were significantly different between the OE and WT lines, reflecting the complexity of mitochondrial physiology.

Chloroplasts and mitochondria are the major powerhouses of plant cells under light and dark conditions, respectively. The AtPAP2 OE line provides a good model to examine how higher energy output from chloroplasts affects the biology of mitochondria (**Figure 6**) and how higher energy output from mitochondria affects the biology of chloroplasts (**Figure 7**). In addition, this is also the first study that examined the impact of high energy supply on the global changes in the physiology of *Arabidopsis* in terms of gene expression, protein abundance, and metabolites levels.

## Author Contributions

BL designed the study. CL prepared the samples for RNA-seq, proteomics, and metabolite analyses and carried out leaf ADP, ATP, NADP+ and NADPH measurements, transcriptome analysis, and proteomics experiments. YZ carried out metabolite analysis under the guidance of AF. SC and SO provided expertises in bioinformatics analysis. YS carried out qRT-PCR. CL and BL wrote the manuscript. CC edited the manuscript.

## Conflict of Interest Statement

Boon L. Lim is the inventor of a US patent application (20130291224), which has been licensed to the Monsanto Company through his institution. The subject of the patent application is AtPAP2. The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Impacts of high ATP supply from chloroplasts and mitochondria on the leaf metabolism of Arabidopsis thaliana
**Source:** Front Plant Sci. 2015 Oct 28;6:922. doi: 10.3389/fpls.2015.00922
**Supplement:** Supplementary file 1

**Table S1 | List of primers used for qRT-PCR.**

| Primer Name | Primer sequences (5' to 3' direction) |
| --- | --- |
| PsaA_Forward | GGGCACAAGCATCTCAGGTAAT |
| PsaA_Reverse | AAGTTCTTGCCAATAACCACGC |
| PsaB_Forward | ACGGGTCAGTGGAATCTTTATG |
| PsaB_Reverse | ATCGGTTAGCCATAAACTTTGC |
| PQL1_Forward | TATCATCGCCGTGTAAACCAAC |
| PQL1_Reverse | CCTGTGCTAATGCTGATGACGT |
| PQL2_Forward | GGTCCTCTTCCAATTCCTCCTA |
| PQL2_Reverse | ATACATTCTTCCTTTCGTCCCG |
| ferredoxin 1_Reverse | CATTCGACCTCTTGTTCTCCCT |
| Cyt c6a_Forward | GTTTCACCCATCTGTTTCCCTC |
| Cyt c6a_Reverse | CGTTGCACCAGGTTGAATAATG |
| FdC2_Forward | AATTCCTTCTCCTTCCCACTCC |
| FdC2_Reverse | AATTCAGTCGTCTTTCCGTCGT |
| Lhca3_Forward | GATTCCACCAGCAGGGACATAC |
| Lhca3_Reverse | GTACCAGTCCTGTAACCTCCGG |
| Lhcb2.3_Forward | TGCGTCGTACCGTCAAGTCTAC |
| Lhcb2.3_Reverse | GTGTCCCAACCGTAGTCTCCAG |
| Lhcb4.2_Forward | TGATCGGCTACATTGAGTTCCA |
| Lhcb4.2_Reverse | CGGGTCAGACGCTAGTCCTAAC |
| Actin2_Forward | CCCGCTATGTATGTCGC |
| Actin2_Reverse | AAGGTCAAGACGGAGGAT |

# Supplementary material for: Impacts of high ATP supply from chloroplasts and mitochondria on the leaf metabolism of Arabidopsis thaliana
**Source:** Front Plant Sci. 2015 Oct 28;6:922. doi: 10.3389/fpls.2015.00922
**Supplement:** Supplementary file 2

**Table S2.**

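The upper part of this table counts the reads aligned to the TAIR10 gene sets, and the totals of uniquely matched WT reads in it, 40502486, 43070199 and 42066874, are those by which the deposited RPKM are scaled. Mapped reads made up 76.3, 79.5 and 79.3% of the WT reads at t = 0, 1 and 8 h and, by the paper's numbers, 75.6, 79.4 and 77.2% of the OE reads. From the numbers in the paper's table, reads that matched without a mismatch made up 78.50% of the mapped reads in WT at t = 0 h (Wilson 95% interval 78.48 to 78.51%), 79.43% at t = 1 h and 79.90% at t = 8 h. In the OE samples the shares were 71.78% (71.76 to 71.79%), 71.94% and 70.73%. Each share comes from 1 sample without replicates.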

A. Statistics of total number of sequencing reads mapped to Genes in TAIR 10.0.

|  | OE_0 | | OE_1 | | OE_8 | | WT_0 | | WT_1 | | WT_8 | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Map to Gene | reads number | percentage | reads number | percentage | reads number | percentage | reads number | percentage | reads number | percentage | reads number | percentage |
| Total Reads | 65217952 | 100.00% | 64885466 | 100.00% | 67086798 | 100.00% | 65856848 | 100.00% | 68717410 | 100.00% | 66618050 | 100.00% |
| Total BasePairs | 5869615680 | 100.00% | 5839691940 | 100.00% | 6037811820 | 100.00% | 5927116320 | 100.00% | 6184566900 | 100.00% | 5995624500 | 100.00% |
| Total Mapped Reads | 49336837 | 75.65% | 51529284 | 79.42% | 51798246 | 77.21% | 50220939 | 76.26% | 54644882 | 79.52% | 52800526 | 79.26% |
| perfect match | 35412269 | 54.30% | 37068080 | 57.13% | 36637397 | 54.61% | 39421448 | 59.86% | 43404340 | 63.16% | 42190196 | 63.33% |
| <= 5bp mismatch | 13924568 | 21.35% | 14461204 | 22.29% | 15160849 | 22.60% | 10799491 | 16.40% | 11240542 | 16.36% | 10610330 | 15.93% |
| unique match | 38628227 | 59.23% | 40394837 | 62.26% | 41849875 | 62.38% | 40502486 | 61.50% | 43070199 | 62.68% | 42066874 | 63.15% |
| multi-position match | 10708610 | 16.42% | 11134447 | 17.16% | 9948371 | 14.83% | 9718453 | 14.76% | 11574683 | 16.84% | 10733652 | 16.11% |
| Total Unmapped Reads | 15881115 | 24.35% | 13356182 | 20.58% | 15288552 | 22.79% | 15635909 | 23.74% | 14072528 | 20.48% | 13817524 | 20.74% |

B. Statistics of total number of sequencing reads mapped to Genome in TAIR 10.0

|  | OE_0 | | OE_1 | | OE_8 | | WT_0 | | WT_1 | | WT_8 | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Map to Genome | reads number | percentage | reads number | percentage | reads number | percentage | reads number | percentage | reads number | percentage | reads number | percentage |
| Total Reads | 65217952 | 100.00% | 64885466 | 100.00% | 67086798 | 100.00% | 65856848 | 100.00% | 68717410 | 100.00% | 66618050 | 100.00% |
| Total BasePairs | 5869615680 | 100.00% | 5839691940 | 100.00% | 6037811820 | 100.00% | 5927116320 | 100.00% | 6184566900 | 100.00% | 5995624500 | 100.00% |
| Total Mapped Reads | 54474405 | 83.53% | 56363893 | 86.87% | 56934770 | 84.87% | 56308614 | 85.50% | 59953853 | 87.25% | 58351588 | 87.59% |
| perfect match | 39211383 | 60.12% | 40656614 | 62.66% | 40408451 | 60.23% | 43870842 | 66.62% | 47185072 | 68.67% | 46153587 | 69.28% |
| <= 5bp mismatch | 15263022 | 23.40% | 15707279 | 24.21% | 16526319 | 24.63% | 12437772 | 18.89% | 12768781 | 18.58% | 12198001 | 18.31% |
| unique match | 51844143 | 79.49% | 53599596 | 82.61% | 54207466 | 80.80% | 53873689 | 81.80% | 57434680 | 83.58% | 55751167 | 83.69% |
| multi-position match | 2630262 | 4.03% | 2764297 | 4.26% | 2727304 | 4.07% | 2434925 | 3.70% | 2519173 | 3.67% | 2600421 | 3.90% |
| Total Unmapped Reads | 10743547 | 16.47% | 8521573 | 13.13% | 10152028 | 15.13% | 9548234 | 14.50% | 8763557 | 12.75% | 8266462 | 12.41% |

OE_0, OE_1, OE_8, WT_0, WT_1 and WT_8 represents RNA samples of OE and WT lines collected at t = 0, 1 and 8 h, respectively.

# Supplementary material for: Impacts of high ATP supply from chloroplasts and mitochondria on the leaf metabolism of Arabidopsis thaliana
**Source:** Front Plant Sci. 2015 Oct 28;6:922. doi: 10.3389/fpls.2015.00922
**Supplement:** Supplementary file 5

**Table S7.** Differentially expressed organellar transcripts

|  | **GeneID** | **log2 Ratio** | **P-value** | **Gene Model Type** | **Primary Gene Symbol** |
| --- | --- | --- | --- | --- | --- |
| **OE_8/OE_0** | ATMG00020.1 | 1.98 | 0 | ribosomal_RNA | RIBOSOMAL RNA26S (RRN26) |
|  | ATMG00030.1 | 1.43 | 0 | protein coding | (ORF107A) |
|  |  |  |  |  |  |
| **OE_8/OE_1** | ATMG00020.1 | 1.97 | 0 | ribosomal_RNA | RIBOSOMAL RNA26S (RRN26) |
| **OE_0/WT_0** |  |  |  |  |  |
|  | ATCG00905.1 | 1.05 | 6.93E-15 | protein coding | RIBOSOMAL PROTEIN S12C (RPS12C) |
|  | ATMG00040.1 | -11.56 | 1.86E-34 | protein coding | (ORF315) |
|  | ATMG00070.1 | 1.06 | 1.39E-243 | protein coding | NADH DEHYDROGENASE SUBUNIT 9 (NAD9) |
|  | ATMG00370.1 | 4.82 | 6.43E-15 | protein coding | (ORF199) |
| **OE_1/WT_1** | ATMG00560.1 | 1.08 | 3.83E-216 | protein coding | (RPL2) |
|  | ATMG00830.1 | 1.30 | 1.12E-05 | protein coding | CYTOCHROME C BIOGENESIS 382 (CCB382) |
|  | ATMG00910.1 | 9.78 | 1.37E-07 | protein coding | (ORF215A) |
|  | ATMG01050.1 | -3.52 | 9.70E-06 | protein coding | (ORF159) |
|  | ATMG01090.1 | -8.08 | 9.30E-161 | protein coding | (ORF262) |
|  | ATMG01170.1 | -8.34 | 0 | protein coding | (ATP6-2) |
|  | ATMG01220.1 | -1.44 | 3.78E-31 | protein coding | (ORF113) |
|  |  |  |  |  |  |
|  | ATMG00040.1 | -12.05 | 2.02E-50 | protein coding | (ORF315) |
|  | ATMG00370.1 | 3.71 | 8.42E-12 | protein coding | (ORF199) |
|  | ATMG00810.1 | -1.06 | 2.73E-07 | protein coding | (ORF240B) |
|  | ATMG00830.1 | 1.18 | 6.61E-05 | protein coding | CYTOCHROME C BIOGENESIS 382 (CCB382) |
| **OE_8/WT_8** | ATMG00910.1 | 9.96 | 6.18E-09 | protein coding | (ORF215A) |
|  | ATMG01090.1 | -14.19 | 1.88E-183 | protein coding | (ORF262) |
|  | ATMG01170.1 | -8.19 | 0 | protein coding | (ATP6-2) |
|  | ATMG01220.1 | -1.23 | 1.74E-27 | protein coding | (ORF113) |
|  |  |  |  |  |  |
|  | ATMG00020.1 | 1.96 | 0 | ribosomal_RNA | RIBOSOMAL RNA26S (RRN26) |
|  | ATMG00030.1 | 1.58 | 7.94E-49 | protein coding | (ORF107A) |
|  | ATMG00040.1 | -5.45 | 4.23E-24 | protein coding | (ORF315) |
|  | ATMG00370.1 | 4.24 | 2.29E-18 | protein coding | (ORF199) |
|  | ATMG00560.1 | 1.05 | 5.73E-219 | protein coding | (RPL2) |
|  | ATMG00810.1 | -1.10 | 1.94E-06 | protein coding | (ORF240B) |
|  | ATMG00890.1 | 2.81 | 1.02E-05 | protein coding | (ORF106D) |
|  | ATMG00910.1 | 9.20 | 1.46E-05 | protein coding | (ORF215A) |
|  | ATMG01030.1 | 3.18 | 0.0002116 | protein coding | (ORF106E) |
|  | ATMG01090.1 | -13.86 | 7.02E-149 | protein coding | (ORF262) |
|  | ATMG01170.1 | -8.15 | 0 | protein coding | (ATP6-2) |
|  | ATMG01220.1 | -1.21 | 4.30E-21 | protein coding | (ORF113) |

# Supplementary material for: Impacts of high ATP supply from chloroplasts and mitochondria on the leaf metabolism of Arabidopsis thaliana
**Source:** Front Plant Sci. 2015 Oct 28;6:922. doi: 10.3389/fpls.2015.00922
**Supplement:** Supplementary file 6

**Table S8.** Identification of protein, peptides and spectral yield at different FDR thresholds by ProteinPilot

| **Data Level** | **FDR Type** | **FDR** | **ID yield percentage** |
| --- | --- | --- | --- |
| **Protein** | Local | 1% | 2,382 |
|  |  | **5%** | **2,611** |
|  |  | 10% | 2,702 |
|  | Global | **1%** | **2,803** |
|  |  | 5% | 3,093 |
|  |  | 10% | 3,338 |
| **Distinct peptide** | Local | 1% | 18,349 |
|  |  | **5%** | **24,135** |
|  |  | 10% | 26,797 |
|  | Global | **1%** | **25,521** |
|  |  | 5% | 32,847 |
|  |  | 10% | 37,511 |
| **Spectral** | Local | 1% | 124,983 |
|  |  | **5%** | **156,907** |
|  |  | 10% | 171,075 |
|  | Global | **1%** | **167,625** |
|  |  | 5% | 210,221 |
|  |  | 10% | 221,905 |

Note: Local FDR indicated the FDR of an individual protein, peptide or spectral and Global FDR represented the FDR applied to the entire set of proteins, peptides or spectrals. FDR and ID yield in bold were the criteria for data analysis.

**Table S9.** Correspondence between FDR Levels and ProteinPilot Reported Confidences

| **Data Level** | **FDR Type** | **FDR** | **ID yield percentage** |
| --- | --- | --- | --- |
| **Protein** | Local | 1% | 99.0% |
|  |  | **5%** | **97.4%** |
|  |  | 10% | 93.5% |
|  | Global | **1%** | **85.5%** |
|  |  | 5% | 48.7% |
|  |  | 10% | 27.6% |
| **Distinct peptide** | Local | 1% | 99.3% |
|  |  | **5%** | **92.0%** |
|  |  | 10% | 77.4% |
|  | Global | **1%** | **85.3%** |
|  |  | 5% | 38.6% |
|  |  | 10% | 20.8% |
| **Spectral** | Local | 1% | 95.0% |
|  |  | **5%** | **60.6%** |
|  |  | 10% | 42.3% |
|  | Global | **1%** | **46.5%** |
|  |  | 5% | 0.0% |
|  |  | 10% | 0.0% |

Note: FDR and ID yield in bold were the criteria for data analysis.

# Supplementary material for: Impacts of high ATP supply from chloroplasts and mitochondria on the leaf metabolism of Arabidopsis thaliana
**Source:** Front Plant Sci. 2015 Oct 28;6:922. doi: 10.3389/fpls.2015.00922
**Supplement:** Supplementary file 9

**A**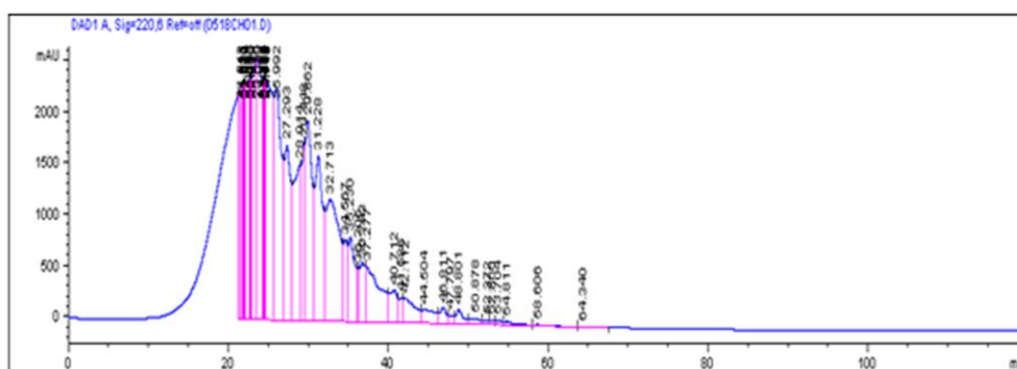**B**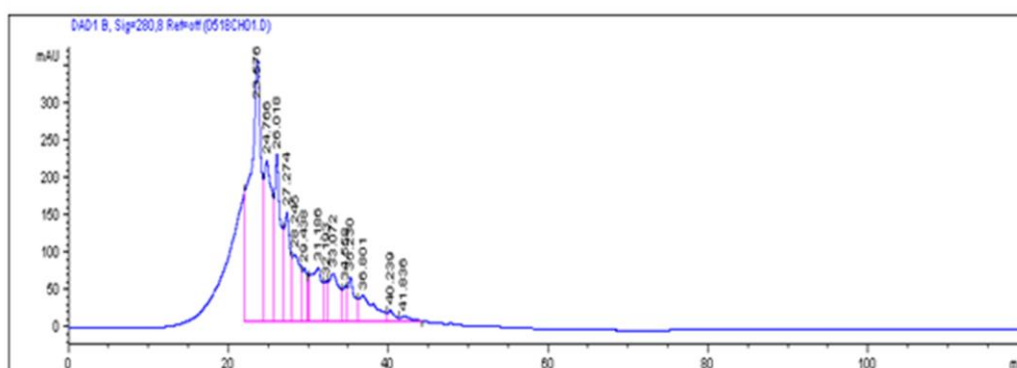

**Figure S1 | Fractions of peptides by strong cation-exchange (SCX) chromatography.**

(A) Profile of OD220; (B) profile of OD280.

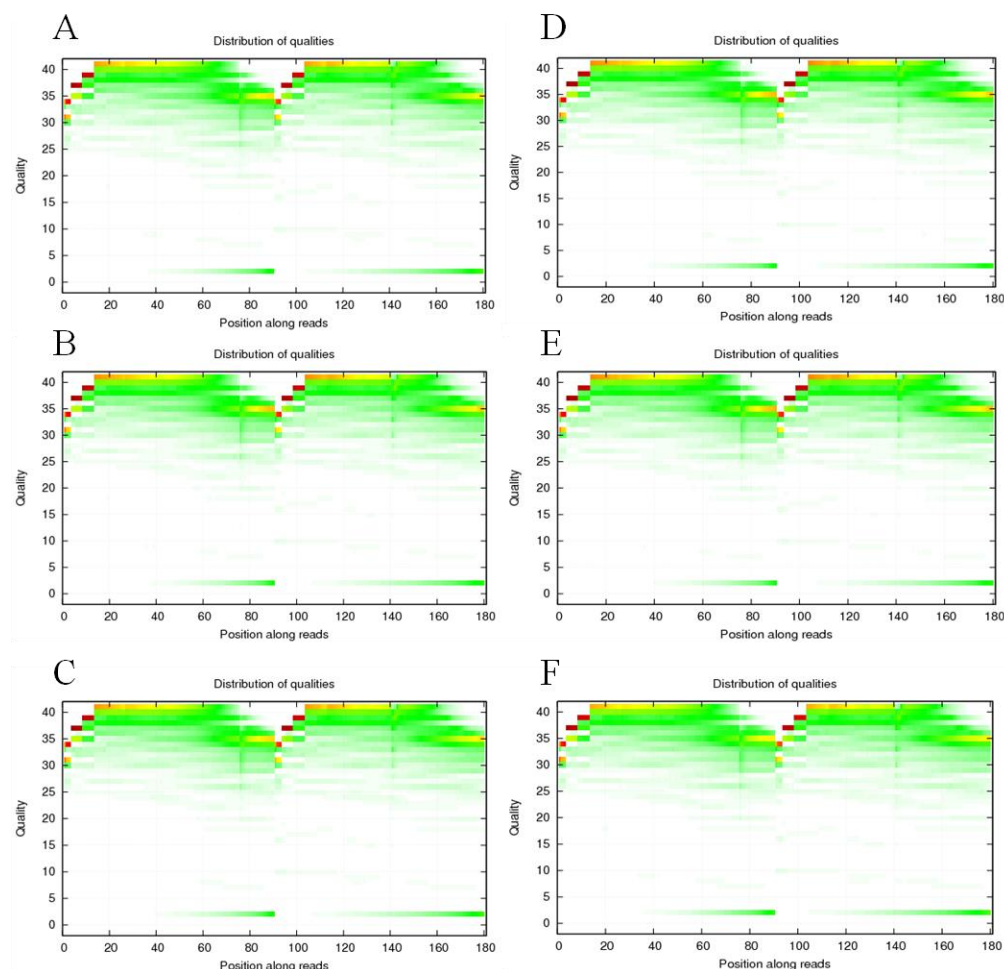

**Figure S2 | Base sequences quality of the RNA-seq data. (A)** WT\_0 (t = 0 h); **(B)** WT\_1 (t = 1 h); **(C)** WT\_8 (t = 8 h); **(D)** OE\_0 (t = 0 h); **(E)** OE\_1 (t = 1 h). **(F)** OE\_8 (t = 8 h). X-axis indicated positions along read, y-axis was quality value and each dot in the figure indicated the quality value along its corresponding position. All the values were above 20 which represented the QC of the samples was good.

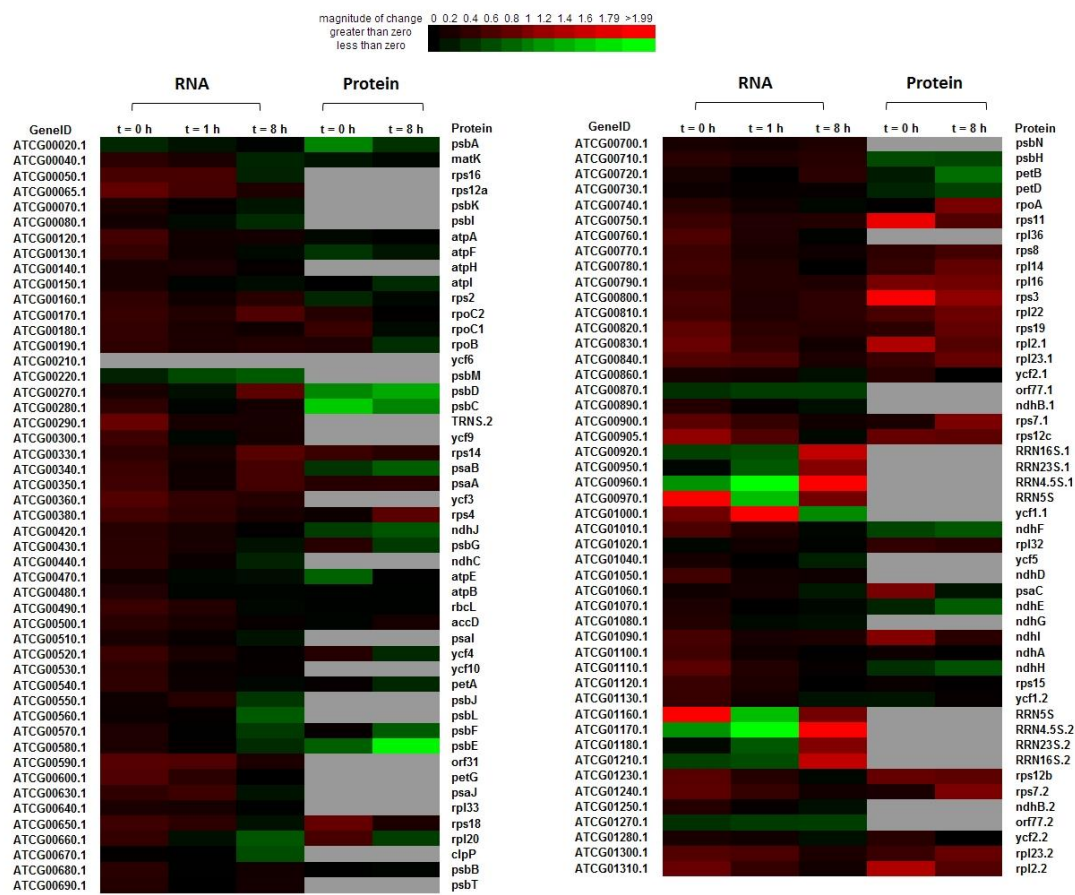

**Figure S3 | Heatmap of chloroplast transcription and translation profiles compared WT with OE in 20-d-old leaves of Arabidopsis.** Each value was calculated by log2 ratio and colors were scaled per row with up-regulated in red and down-regulated in green. The grey ones indicated the missing data in RNA-Seq or iTRAQ.

Heatmap was generated from [http://bbc.botany.utoronto.ca/ntools/cgi-bin/ntools\\_heatmapper\\_plus.cgi](http://bbc.botany.utoronto.ca/ntools/cgi-bin/ntools_heatmapper_plus.cgi).

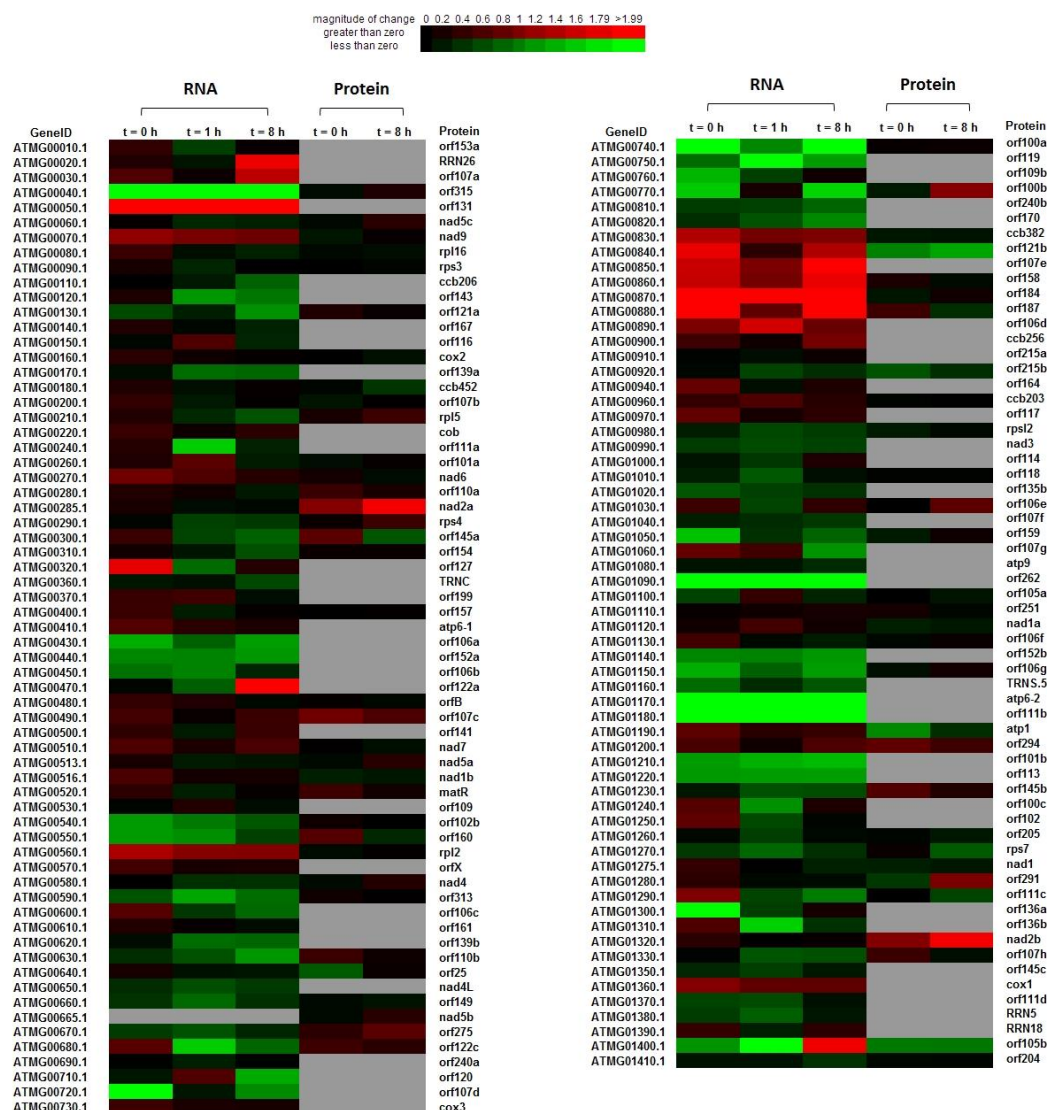

**Figure S4 | Heatmap of mitochondrial transcription and translation profiles compared WT with OE in 20-d-old leaves of Arabidopsis.** Each value was calculated by log2 ratio and colors were scaled per row with up-regulated in red and down-regulated in green. The grey ones indicated the missing data in RNA-Seq or iTRAQ. Heatmap was generated from [http://bbc.botany.utoronto.ca/ntools/cgi-bin/ntools\\_heatmapper\\_plus.cgi](http://bbc.botany.utoronto.ca/ntools/cgi-bin/ntools_heatmapper_plus.cgi).

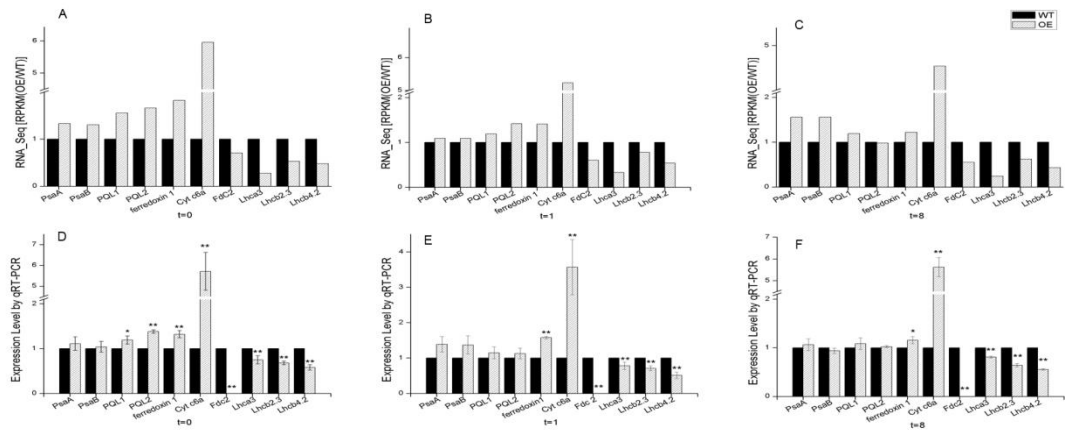

**Supplementary Figure S5 | Validation the RNA-Seq results by qRT- PCR.** The mRNA value in terms of RPKM detected in RNA\_Seq were listed in at t = 0 (A), t = 1(B) and t = 8 h (C), respectively. The corresponding qRT-PCR validated results were shown at t = 0 (D), t = 1(E) and t = 8 h (F), respectively.

How the deposited data were processed for this re-analysis (not part of the article)

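RNA from rosette leaves of 20-day-old WT (Col-0) plants was sequenced at t = 0, 1 and 8 h after the onset of light, with 1 pooled sample per time point and no biological replicates. The OE samples, the mitochondrial transcripts and the chloroplast transcripts were not in the files analysed here. The authors removed ribosomal RNA, sequenced on a HiSeq 2000, aligned the clean reads with SOAPaligner/SOAP2 to the TAIR10 nuclear, mitochondrial and chloroplast gene sets and counted the reads that matched 1 place, so that the deposited count of each transcript is a whole number of uniquely matched reads without normalization. The RPKM were computed by the authors as reads per kilobase of transcript scaled to the uniquely matched reads of the sample, where the total also includes reads on transcripts outside the files, and the same values were recovered from the counts in every row. The coverage that the authors deposited is the percent of the transcript length covered by reads. Uniquely matched reads numbered 40502486, 43070199 and 42066874 at t = 0, 1 and 8 h, of which 15230672, 18221331 and 20316131 lay on nuclear transcripts.

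Transcripts of WT time points were compared on the read counts with the Audic-Claverie exact test, scaled by the uniquely matched reads, with Benjamini-Hochberg adjustment over all transcripts with reads in either sample, an FDR of at most 0.001 and a fold change above 2, and RPKM of 0 were replaced by 0.001 for the ratios. The test, the FDR limit and the fold change are those of the paper's methods. The totals and the adjustment may differ, because the paper's formula takes total clean tag numbers and its text does not name Benjamini-Hochberg. Shares of reads have Wilson 95% intervals, and 3 reads were taken as the floor of detection, which is 0.074, 0.070 and 0.071 RPKM for a transcript of 1 kb. For OE against WT, WT values came from the files and OE values from the paper's supplementary tables, with OE reads recovered from the paper's RPKM, the transcript length and the paper's total of uniquely matched reads. Of Tables S3 and S6, only the parts available here were used, 1066 transcripts of chromosome 1 and 990 transcripts of chromosomes 1 and 2 at t = 0 h. The nuclear transcripts of Tables S11–S17 were tested together, and 1.5-fold was used beside the FDR for the pathway tables because the paper discusses changes below 2-fold there. Table S15 was used without 5 rows whose WT values stand in another order than in the files. Medians of pathway ratios were compared with the other transcripts of Table S3 by permutation tests with 100000 resamples, and correlations of transcript and protein ratios across genes had permutation p-values from as many resamples. Transcripts and genes are not independent replicates, so that none of the permutation p-values measures the variation between plants.

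Transcripts named in the text are those that the paper names and, for each of the 3 WT comparisons, the 5 transcripts up and the 5 down with the largest log2 change past the limits with at least 100 reads in the higher and 10 in the lower sample. A few others serve as examples or as neighbours of a named gene, such as PnsB5 and the transcripts of Table S6 without OE reads. Positions, symbols and gene types are from the TAIR10.1 annotation, joined by identifier, and no coordinates from the files were used. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for TMM scale factors and for the negative binomial exact test on the counts.

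The alternatives were TMM scale factors, totals of nuclear reads only, a negative binomial exact test with an assumed biological coefficient of variation of 0.2, a minimum of 10 reads, a fold change above 1.5, the Benjamini-Yekutieli procedure, 1 read added to both counts, reads summed over isoforms, other limits of detection, ratios centred on the median of the Table S3 transcripts, a pseudocount of 1 RPKM, a minimum of 10 RPKM, 1 transcript per gene, Pearson's in place of Spearman's coefficient and a minimum of 5 peptides. The coefficient of variation is an assumption, because without replicates it cannot be estimated from the files. The test was tried on simulated data, with 200 transcripts changed 4-fold. With sampling noise only, the Audic-Claverie test found 197 of the 200 and called 0 of the unchanged transcripts, whereas the negative binomial test found 0 of the 200. The simulated reads were independent of each other. If both mates of a read pair were counted in the data, the 0 false calls do not carry over to them. With a biological coefficient of variation of 0.2 added, the Audic-Claverie test found 198 and called 360 unchanged transcripts, and the negative binomial test found 88 and called 0. A transcript that fails the negative binomial test can therefore still have a true 4-fold change.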

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

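The largest changes between WT time points were flagged because they are a signal in data that the paper plots only as numbers of transcripts, in genes that it does not follow over the WT time course, and because they lie above the smallest level that the depth can show. Between t = 0 h and t = 1 h, the log2 changes were 5.01 for GI (AT1G22770.1), 4.94 for HSP70 (AT3G12580.1), 4.91 for AT1G07400.1, 4.41 for AT2G38240.1 and 4.10 for ARD3 (AT2G26400.1). In the other direction they were -6.30 for BT2 (AT3G48360.1), -5.20 for RVE2 (AT5G37260.1), -3.74 for AGD13 (AT4G05330.1), -3.63 for GAMT2 (AT5G56300.1) and -3.62 for AT4G34790.1. Between t = 0 h and t = 8 h, GI changed by 8.17, PRR5 (AT5G24470.1) by 7.16, NUDT8 (AT5G47240.1) by 7.13, CYP71B26 (AT3G26290.1) by 6.33 and COR15B (AT2G42530.1) by 6.28. The lowest values were -7.93 for RVE2, -7.18 for BMY3 (AT5G18670.1), -6.96 for AT1G49200.1, -6.79 for RVE1 (AT5G17300.1) and -6.34 for AO (AT5G14760.1). Between t = 1 h and t = 8 h, AT3G62550.1 changed by 9.21, PRR5 by 8.14, MEE14 (AT2G15890.1) by 7.77, Fes1B (AT3G53800.1) by 7.57 and COR15B by 7.42, and the falls were -7.35 for BMY3, -6.92 for AO, -6.67 for GBSS1 (AT1G32900.1), -6.40 for ABCG40 (AT1G15520.1) and -6.22 for HYH (AT3G17609.2).

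A shift of the scale between samples was tested by its size, since the share of nuclear reads differed by at most 0.361 on the log2 scale, while the smallest of the 30 changes was 3.62 (a prediction made only after the changes had been seen). A movement of reads between isoforms was tested by the other isoforms of the gene, and 0 of the 30 rows had another isoform that changed the opposite way; 28 of the rows belong to genes with 1 isoform in the files. Variation between pools of plants was tested with a negative binomial exact test with an assumed biological coefficient of variation of 0.2, and 30 of 30 rows passed an FDR of 0.001, so that variation of this size is not a sufficient account. The variation of single genes was not measured with 1 pool per time point, and the changes cannot be told apart from a variation between pools larger than the one assumed. A response to light or to the time of day may underlie them, a hypothesis that the design, with time after the onset of light as its only factor, cannot split into its parts.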

How the results depend on the processing

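The alternatives were chosen before the processed files arrived, except those that are named here as chosen after seeing the data. For the ribosomal protein medians, centring and a minimum of 10 reads were chosen after seeing the data. The same holds for a minimum of 10 reads in the up and down counts of Table S3. Of 29 headline results, 10 kept their direction and their side of the test under every alternative that was run. Numbers of transcripts had to stay within 1.5 times the main number. For the medians and correlations, the side was that of the unadjusted permutation p at 0.05. The photosystem median at t = 1 h therefore counts as passing (permutation test, p = 0.028), although its adjusted p was 0.58. Among the 10 was the number of Table S3 transcripts with OE reads and no WT reads, which was 0 at a minimum of 10, 20 and 50 reads. The 24 such transcripts of Table S6 were not tried under other settings. The other results were the numbers of transcripts and genes detected, the photosystem medians at t = 1 and 8 h and the ribosomal protein medians. The Calvin–Benson median at t = 1 h and the correlation at t = 8 h belonged to them as well. Their sizes moved within these limits, for example from 27678 to 20575 transcripts detected with at least 10 reads, from -0.128 to -0.045 for the centred photosystem median at t = 8 h and from 0.236 to 0.085 for the centred ribosomal protein median at t = 0 h. Of 114 results for single transcripts, 44 kept direction and side of the test throughout.

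The negative binomial exact test with an assumed biological coefficient of variation of 0.2 lowered the counts in every comparison, to 129 up and 114 down for t = 1 h against t = 0 h, 567 and 690 for t = 8 h against t = 0 h, and 765 and 942 for t = 8 h against t = 1 h. For OE against WT in the part of Table S3 it gave 4 up and 18 down at t = 0 h, 2 and 15 at t = 1 h and 4 and 1 at t = 8 h, an alternative chosen after seeing the data. It adds variation between plants to the sampling of reads, which the Audic-Claverie test leaves out, and this could explain the smaller numbers, as could its low power, since it found 88 of 200 simulated 4-fold changes with that variation and 0 of 200 without it. A fold change above 1.5 gave 1738 up and 1360 down for the first hour, 3175 up for t = 8 h against t = 0 h and 3457 up for t = 8 h against t = 1 h. Totals of nuclear reads only gave 1131 up and 2914 down for t = 8 h against t = 0 h, because the nuclear share of the reads rose. Reads halved, as if both mates of a pair had been counted, gave 424 down for the first hour, another alternative chosen after seeing the data. Fewer reads give the test less power. If both mates were counted, however, the full read numbers overstate the evidence, and the halved ones are nearer to the independent observations.

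Centring the OE/WT ratios on the median of the Table S3 transcripts lowered the number up at t = 0 h in that part from 45 to 29 (chosen after seeing the data for these counts). It reversed 3 results whose values were near 0, the Calvin–Benson median at t = 8 h, which became 0.020, PQL2 (AT3G01440.1) at t = 8 h, which became 0.049, and SBE2.2 (AT5G03650.1) at t = 0 h, which became -0.118. The setting moves all ratios of a time point by the same amount, which could turn only values smaller than the shift, and it leaves the permutation p of a pathway median as it was because both groups move alike. With at least 10 RPKM in WT at t = 0 h, the photosystem median was 0.234 and passed a permutation p of 0.05. The Calvin–Benson median was 0.271 and passed as well. With 1 transcript per gene the photosystem median was 0.243 and passed, while the Calvin–Benson median was 0.245 and did not (permutation p = 0.17). The cause of these differences from the main setting was not tested. At t = 1 h the same settings gave photosystem medians of 0.172 (permutation p = 2.4e-04) and 0.178 (permutation p = 0.0075), where the main value was 0.166 (permutation p = 0.028). Pearson's coefficient at t = 0 h was 0.236 and passed 0.05, where Spearman's had not, and it gives more weight to genes with large ratios. The redox transcript minus protein difference was reversed to 0.1003 at t = 0 h and 0.0531 at t = 8 h when AT2G35010.1, without OE reads, was added at 0.001 RPKM (chosen after seeing the data), since its log2 ratio is set by the value that replaces 0. A minimum of 10 in place of 20 reads found 2 transcripts of Table S3 with WT reads and no OE reads at every time point, AT1G06630.3 and AT1G09060.2, where the main setting had 0.

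Among the OE/WT ratios of single transcripts, centring left 77 of 84 on the same side of the test, made 3 stronger and 2 weaker and reversed 2, and the negative binomial test left 18 on the same side and made 65 weaker. These labels leave out the 1.5-fold limit, which centring also crossed. At t = 0 h it moved AT5G64380.1 from 0.59 to 0.44 and GBSS1 from 0.72 to 0.57. It moved ndhO from -0.50 to -0.65 at t = 0 h and from -0.60 to -0.52 at t = 8 h. A pseudocount of 1 RPKM enters only the ratio, so that it cannot change the direction or the test on the reads, but it lowered the size of ratios at low levels, from -1.52 to -0.44 for IDH2 (AT2G17130.1) and from -0.61 to -0.41 for PFK3 (AT4G26270.1) at t = 0 h, both below 1.5-fold. The 30 changes between WT time points kept direction and side of the test under TMM scale factors and under the negative binomial test. The replicate block was not run because each condition has 1 sample. The alternatives that leave out psbA, the share of reads on psbA and the numbers of mitochondrial and chloroplast transcripts were not run because the files analysed here hold nuclear transcripts only, and for the same reason the restriction of the pathway tables to nuclear transcripts is the main setting. The depth limits transcripts with few reads most, since 3 reads on 1 kb are 0.070 to 0.074 RPKM, and the lack of replicates limits every comparison.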

Differences from the paper's values

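Table S15 gives a WT value of 27.9597 RPKM at t = 8 h for AT1G59900.1 (pyruvate dehydrogenase E1 alpha), the paper's value, where the file has 52.0127 RPKM. For AT3G06483.1 (pyruvate dehydrogenase kinase), the paper's WT values are 33.7784 RPKM at t = 1 h and 11.9456 RPKM at t = 8 h, where the files have 13.1789 and 33.7784 RPKM. None of the alternatives set before the files arrived changes a deposited RPKM, so none closed these gaps. An order of the 6 columns as WT at t = 0, 1 and 8 h followed by OE at t = 0, 1 and 8 h, tried after seeing the values, gives the files' WT values in these and the other 3 pyruvate dehydrogenase rows. For AT1G01090.1, the paper's Table S3 gives OE values of 76.7406, 71.9542 and 59.216 RPKM at t = 0, 1 and 8 h. The tried order gives the same OE values, so the columns of this row of Table S15 do not stand as headed. For the other rows, no OE values of Table S3 were at hand. In the tried order the OE/WT ratio of AT3G06483.1 is 0.995 at t = 8 h and 0.997 at t = 0 h, where the paper's table prints 2.81 and 0.643.

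The paper lists pnsL5 among the transcripts suppressed in the OE line at t = 8 h, and AT5G13120.1 had a log2 ratio of 0.24 there, while PnsB5 (AT5G43750.1) had -0.60. It describes ndhO and pnsL4 as unaltered at the end of the night, where their log2 ratios were -0.50 (FDR = 8.4e-89, Audic-Claverie exact test) and -0.43 (FDR = 3.4e-04), both below 1.5-fold. Fd2 and pnsL5 are described in the same way, with log2 ratios of 0.30 and 0.43 (FDR = 9.4e-07 for pnsL5, exact test), also below 1.5-fold. For Lhcb2.1 the ratio there was -0.02 (FDR = 0.12, exact test). Fd2, listed as suppressed at t = 8 h, had -0.50 then, below 1.5-fold. The paper names a transaldolase among the Calvin–Benson transcripts up-regulated at t = 0 h, and the ratio was 1.44 for the transaldolase AT5G13420.1 and 1.59 for the transketolase AT2G45290.1. It names isocitrate dehydrogenase 1 as the TCA cycle gene down-regulated at t = 8 h, and IDH1 (AT4G35260.1) had a log2 ratio of 0.24, while the cytosolic ICDH (AT1G65930.1) had -1.91. For the TCA cycle at t = 0 h, the number of down-regulated transcripts in the paper was met with a fold change above 2, which gave 2, and not with 1.5-fold, which gave 3.

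The paper describes larger differences at the mRNA than at the protein level for redox enzymes, and over 25 genes with a protein ratio and reads in both lines the mean absolute log2 ratios were 0.346 for transcripts and 0.540 for proteins at t = 0 h and 0.310 and 0.608 at t = 8 h. With AT2G35010.1, which has a protein ratio and no OE reads, added at 0.001 RPKM, a setting chosen after seeing the values, the means were 0.668 and 0.567 at t = 0 h and 0.646 and 0.593 at t = 8 h, the direction that the paper describes, while the medians were 0.286 and 0.382 at t = 0 h and 0.188 and 0.473 at t = 8 h. Over all 39 transcripts of Table S16, the log2 ratios ran from -8.70 to 1.54 at t = 0 h and from -9.03 to 1.05 at t = 8 h. Genes with at least 5 peptides, a setting chosen after seeing the values, gave transcript minus protein differences of -0.216 at t = 0 h and -0.294 at t = 8 h. In this setting the protein ratios were larger, as without AT2G35010.1. Ribosomal protein genes are described as up-regulated in the OE line, and in the part of Table S3 read here their median log2 ratio was 0.236 at t = 0 h, 0.259 at t = 1 h and -0.670 at t = 8 h. For suppressed against up-regulated transcripts, which the paper describes as more numerous at all time points, the same part of Table S3 had 45 up and 44 down at t = 0 h. The paper's own Table S6 marks 45 up and 44 down for this part as well. At t = 0 h the difference is therefore one of a part set against the whole. Centring on the Table S3 median, chosen after seeing the values, gave 29 up and 56 down at t = 0 h and 28 up and 26 down at t = 8 h, and the rows of Table S6 read here, which cover more of chromosomes 1 and 2, had 367 up and 623 down at t = 0 h. The names FdC1 and FdC2 are exchanged between Tables S11 and S16 for AT4G14890.1 and AT1G32550.1, and TAIR10.1 names AT4G14890 FdC1.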

Other observations

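In the main setting, more WT transcripts rose than fell between time points. At t = 8 h against t = 0 h, 1956 were up and 1867 down, while the nuclear share of the reads rose by 0.361 on the log2 scale. The total used for scaling contains reads on transcripts outside the files. With totals of nuclear reads only, 2914 transcripts fell and 1131 rose, which goes with an effect of the scaling total. TMM scale factors gave 1671 up and 2112 down, and the negative binomial exact test gave 567 up and 690 down. Both also gave more falls from t = 1 h to t = 8 h, whereas both kept more rises in the first hour. Without the 20 transcripts with the most reads at t = 8 h, 11 of them annotated with light harvesting or chlorophyll binding, 35.7% of the rise in nuclear share was left. They held 4.0% of the uniquely matched reads at t = 0 h and 10.9% at t = 8 h. Because they were picked by their reads at t = 8 h, a smaller rise without them does not test whether a few transcripts underlie it. Thinning both samples to the smallest total left 1950 transcripts up. The totals differed by only 0.055 on the log2 scale, so that thinning could change little and cannot decide on a difference in depth. The predictions for the scaling total and for the few transcripts were made only after the result had been seen. The balance of rises and falls cannot be told apart from the choice of total and of test.

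The OE/WT ratio of the photosystem transcripts fell from t = 0 h to t = 8 h by more than that of all Table S3 transcripts, with a difference of -0.177 in median log2 change (permutation p = 0.079), which leaves a shift of the scale between samples as a possible explanation. Against 370 Table S3 transcripts of like length the difference was -0.187 (permutation p = 0.080), and against the 13 Table S3 transcripts of at least the median photosystem expression it was -0.280 (permutation p = 0.012), while against the 49 with at least the median Calvin–Benson expression it was 0.018 (permutation p = 0.80). For the Calvin–Benson cycle the difference was -0.159 (permutation p = 0.28), and it was 0.028 against Table S3 transcripts of like expression (permutation p = 0.79). The predictions on the shift of scale and on the 49 transcripts were made only after the falls had been seen. For the photosystem, a shift of the scale and high expression therefore remain, since the comparison that went against high expression rests on 13 transcripts. Transcripts of like length did not make the difference smaller, at -0.187 against -0.177, which gives no support to short length. Short length is not ruled out either, because neither difference passed a permutation p of 0.05. For the Calvin–Benson cycle, both the shift of the scale and high expression remain. Without replicates, neither fall can be told apart from the explanations that remain for it.

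A difference in time of day between the OE and WT samples at t = 0 h was tested as a hypothesis, since it would make the OE/WT ratios follow the WT time course. Across 622 Table S3 transcripts, the log2 OE/WT ratio at t = 0 h and the log2 change in WT from t = 1 h to t = 8 h, which share no sample, had a Spearman rho of 0.049 (permutation p = 0.23) and a Pearson r of 0.139 (permutation p = 9.4e-04). The rank correlation was below the limit of 0.1 set beforehand for the absence of such a relation, whereas Pearson's r was above it. After the first hour, 486 transcripts rose and then fell and 321 fell and then rose, against 37 and 72 that kept their direction. The change from t = 1 h to t = 8 h is therefore a poor measure of a shift around t = 0 h, and the test cannot decide on one. Transcripts are also not independent replicates.

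Of the Table S6 transcripts read here, 125 had at least 20 WT reads and no OE reads at t = 0 h, 85 on chromosome 1 and 40 on chromosome 2, for example AT1G63880.1, a TIR-NBS-LRR gene, with 3347 WT reads, and the pseudogene AT2G06950.1 with 1555. Over all 6769 WT transcripts of these chromosomes with at least 20 reads, the sampling of read pairs alone would leave 0.17 without OE reads, so a lack of reads is not a sufficient account, and the fullest bin of 5 Mb held 16.8% of them, which is unlike a single deletion. Of the 125, 72 kept at least 20 WT reads at t = 1 h and t = 8 h, so that most were not limited to the end of the night. Genes with several isoforms made up 31.2% of them against 19.8% of the other Table S6 transcripts (Fisher exact p = 0.0048), so reads assigned to another isoform may explain a part, although 86 of the 125 come from genes with 1 isoform, with a median of 71.5 WT reads. Reads without a mismatch were at most 71.94% of the mapped reads in the OE samples and at least 78.50% in the WT samples, by the paper's numbers, which is consistent with a sequence background of the OE line that differs from the Col-0 reference. More sequencing errors in the OE samples would lower this share as well, and the reads that could separate these explanations were not in the files analysed here. Except for the one on isoforms, these predictions were made only after the transcripts had been seen. An effect of AtPAP2 overexpression on these transcripts cannot be told apart from the explanations that remain.

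Among transcripts with 1 to 50 reads at t = 0 h, 31.1% had an odd number of reads (Wilson 95% interval 30.3 to 31.9%), and 2048 transcripts had 2 reads against 580 with 1 read. The shares at t = 1 and 8 h were 31.3 and 31.9%. This is what both mates of most read pairs having been counted would give, which would leave fewer independent observations than reads. The FDR values of the Audic-Claverie test would then be too small. No biological explanation was tested. The prediction was made only after the parity had been seen.

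At 100 reads or more at t = 0 h, the median coverage was 96.3% for 9463 transcripts of genes with 1 isoform in the file and 41.8% for 1184 transcripts of genes with several isoforms. The gap is consistent with reads shared between isoforms having been left out of the counts, a prediction made only after the coverage had been seen, and no biological explanation was tested. RPKM of such transcripts, among them Lhca3 with 34.8% coverage at t = 0 h, therefore rest on a part of their length.

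LHY (AT1G01060.4), in the part of Table S3 read here, had 9.60, 11.4 and 0.036 RPKM in WT and the paper's 13.2, 11.2 and 0.036 RPKM in the OE line at t = 0, 1 and 8 h.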
